# Treatment with a DNA methyltransferase inhibitor feminizes zebrafish and induces long-term expression changes in the gonads

**DOI:** 10.1186/s13072-017-0168-7

**Published:** 2017-12-08

**Authors:** Laia Ribas, Konstantinos Vanezis, Marco Antonio Imués, Francesc Piferrer

**Keywords:** 5-Aza-dC, Methylation, dnmt, Sex ratio, Epigenetic, Reproduction, Zebrafish

## Abstract

**Background:**

The role of epigenetic modifications such as DNA methylation during vertebrate sexual development is far from being clear. Using the zebrafish model, we tested the effects of one of the most common DNA methyltransferase (dnmt) inhibitor, 5-aza-2′-deoxycytidine (5-aza-dC), which is approved for the treatment of acute myeloid leukaemia and is under active investigation for the treatment of solid tumours. Several dose–response experiments were carried out during two periods, including not only the very first days of development (0–6 days post-fertilization, dpf), as done in previous studies, but also, and as a novelty, the period of gonadal development (10–30 dpf).

**Results:**

Early treatment with 5-aza-dC altered embryonic development, delayed hatching and increased teratology and mortality, as expected. The most striking result, however, was an increase in the number of females, suggesting that alterations induced by 5-aza-dC treatment can affect sexual development as well. Results were confirmed when treatment coincided with gonadal development. In addition, we also found that the adult gonadal transcriptome of 5-aza-dC-exposed females included significant changes in the expression of key reproduction-related genes (e.g. *cyp11a1*, *esr2b* and *figla*), and that several pro-female-related pathways such as the Fanconi anaemia or the Wnt signalling pathways were downregulated. Furthermore, an overall inhibition of genes implicated in epigenetic regulatory mechanisms (e.g. *dnmt1*, *dicer*, *cbx4*) was also observed.

**Conclusions:**

Taken together, our results indicate that treatment with a DNA methylation inhibitor can also alter the sexual development in zebrafish, with permanent alterations of the adult gonadal transcriptome, at least in females. Our results show the importance of DNA methylation for proper control of sexual development, open new avenues for the potential control of sex ratios in fish (aquaculture, population control) and call attention to possibly hidden long-term effects of dnmt therapy when used, for example, in the treatment of prepuberal children affected by some types of cancer.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-017-0168-7) contains supplementary material, which is available to authorized users.

## Background

DNA methylation is one of the main epigenetic modifications involved in gene expression regulation. In vertebrates, it consists in the addition of a methyl group to the 5′ position of cytosine followed by a guanine (CpG) [1, 2]. Proper control of DNA methylation is essential for many phenomena, including X-chromosome inactivation [3], genomic imprinting [4] or ageing [5]. DNA methylation is carried out by enzymes named DNA methyltransferases (dnmts) [6]. In mammals, the main dnmts include one responsible for DNA methylation maintenance (*dnmt1*) and another two for de novo DNA methylation (*dnmt3a/b*) [7, 8]. Addition of methyl groups to CpGs by dnmts can prevent transcription factor binding and hence gene expression [6, 9]. Many studies have focused on the consequences of DNA methylation alterations by using dnmt inhibitor agents to control the expression of genes involved in the onset of cancer [10]. Furthermore, many tumour cells have hypermethylation in the promoters of tumour suppressor genes [11, 12] and thus research has also contemplated the effects of demethylating agents to regain the expression of these silenced genes [13, 14].

The most popular demethylation agents are 5-azacytidine (5-aza-CR), 5-aza-2′-deoxycytidine (5-aza-dC), commonly named as decitabine, and zebularine. 5-Aza-dC is more potent than 5-aza-CR, but both are more toxic and unstable than zebularine [14, 15]. These agents block DNA methylation when incorporated in the DNA as cytidine nucleoside analogues [16], forming a covalent bond in which dnmts become removed from the active nuclear pool and the genome results hypomethylated [17, 18]. However, despite many studies on the underlying biochemical reactions taking place in cells exposed to these agents, their exact in vivo mechanism still remains unclear [18, 19].

In recent years, zebrafish (*Danio rerio*) has become widely accepted as a model for the study of epigenetic regulatory mechanisms, which are generally conserved with respect to those of mammals [20, 21]. Thus, for example, epigenetic alterations that occur during germ cell development are common between mice and zebrafish [22, 23]. The paternal zebrafish methylome is inherited through the sperm. After fertilization, the maternal zebrafish methylome is reprogrammed to match the paternal methylome [22, 24]. Subsequently, during earlier development stages, about 80% of the CpGs in the zebrafish genome are methylated with some fluctuations along development, i.e. blastula and gastrula stages [25, 26].

Few studies have investigated the effects of dnmt inhibitors in fish models. In zebrafish, demethylation agents have been used to better understand the role of DNA methylation during early development, where lack of proper DNA methylation resulted in different types of malformations [27]. Cranial deformities were also observed in another fish model, the Japanese rice fish (*Oryzias latipes*), after early exposure to 5-aza-CR [28]. As it occurs in mammalian cells [17, 29], treatment of zebrafish with 5-aza-CR results in global hypomethylation in embryonic cells [30] as well as in adult hepatocytes [31]. In female zebrafish fed by 5-aza-dC during 32 days a decrease in global DNA methylation was observed [32], likewise, in larvae treated with 10 or 25 µM during 0–6 dpf [33]. However, transgenerational effects up to the F2 generation were only observed in the latter study [33]. Few data are found in parental imprinting in fish gametes (reviewed in [34]), a process responsible for the heritance of the DNA methylome. In zebrafish, it has been documented that dynamic changes in DNA methylation occur during imprinting [25] and that the DNA methylome is inherited through the sperm, but no through the oocyte [22].

During the last few years, the importance of epigenetic regulatory mechanisms for sexual development has been realized, particularly in organisms where sex is the result of the interplay between genetic and environment (reviewed in [35]). Thus, in fish the methylation levels of the promoter of gonadal aromatase (*cyp19a1a*)—the enzyme that converts androgens to oestrogens—in the European sea bass, *Dicentrarchus labrax*, were positively correlated with temperature during early development [36]. In the olive flounder, *Paralichthys olivaceus* [37] and in zebrafish [38] *cyp19a1a* methylation levels during ovarian development have been studied, showing different methylation patterns during folliculogenesis. Whole-genome approaches have revealed global hypermethylation in various chromosomes in the gonads of Nile tilapia, *Oreochromis niloticus*, exposed to elevated temperatures when compared to control fish [39]. Also, in the half-smooth tongue sole, *Cynoglossus semilaevis*, genome-wide DNA methylation analysis revealed the existence of an epigenetic regulatory mechanism on the suppression of the female-specific W chromosomal genes in high-temperature masculinized fish [40]. However, the role of DNA methylation during gonadal development is far from being clear.

The zebrafish is also increasingly becoming a useful model for aquaculture-related research, where, for example, the control of sex ratios is pursued due to the frequent sexual dimorphism in growth [41]. Domesticated zebrafish have a polygenetic sex-determining system in which genetic factors in combination with environmental factors determine the sexual phenotype [42, 43]. In contrast, wild zebrafish has a chromosomal (WZ/ZZ) sex determination system [44]. Thus, domesticated zebrafish is a well-suited model for studying the effects of environmental perturbations on its development, particularly sexual development. After preliminary trials, in this study we report the establishment of the appropriate conditions for treatment of zebrafish with the most common dnmt inhibitor, 5-aza-dC. Importantly, treatments were not limited to embryonic development, as done earlier, but included treatments covering the period of gonadal development. We report the effects of dose, timing and duration of treatment with 5-aza-dC in terms of resulting survival, deformities and growth. Interestingly, we show that treatment with 5-aza-dC consistently results in an increase in the number of females after different treatments, opening the possibility for a new approach to study the epigenetic regulation of sex and its control, and provide a detailed description of the effects on the gonadal transcriptome as a result of 5-aza-dC treatment. We also raise the possibility that some of the novel effects found in zebrafish ovaries could also be happening in other vertebrates, including humans, particularly prepuberal children affected by some types of cancer, where treatment with DNA-demethylating agents is clinically used.

## Results

### 5-Aza-dC decreases survival and induces teratologies when administered during zebrafish early development

#### Early development experiments

Treatment of zebrafish eggs with 5-aza-dC at 0, 5, 15 or 25 µM added to the embryo medium from 0 to 6 days post-fertilization (dpf) resulted in a progressive decrease in survival at the end of the treatment: 75.3, 62, 66 and 44%, respectively. At 30 dpf, these survival values had further dropped to 34, 42, 44 and 26%, respectively.

Treatment of eggs with 5-aza-dC at 75 µM from 0 to 2 dpf resulted in significantly (*P* < 0.05) lower survival at 8 dpf but not before (Fig. 1a). A non-significant delay on development, as assessed by hatching rate, was also observed (Fig. 1b). Teratologies were already observed at 2 dpf in two out of seven tested families, but in all of them teratology was observed between 3 and 4 dpf onwards (Fig. 2); however, significant differences (*P* < 0.05) were not found until 4 days and onwards, with ~ 75% of the surviving treated fish affected at 8 dpf (*P* < 0.05; Fig. 1c). Teratologies included three major types: body curvature, reduced yolk-sac reabsorption and overall body deformation (Fig. 2).

**Fig. 1:**
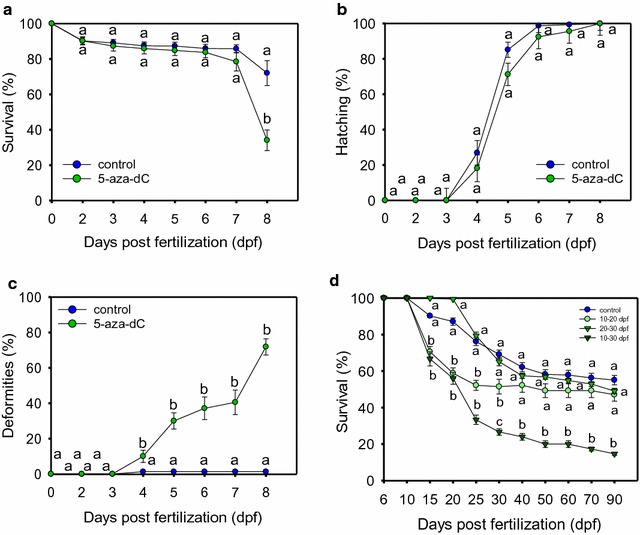
Zebrafish treated with 5-aza-dC. **a** Survival, **b** hatching rate and **c** teratology of zebrafish embryos treated with 5-aza-dC at 75 µM from 0 to 2 dpf. Each shown datapoint is the mean ± s.e.m. of seven independent experiments. Within each experiment, each datapoint is the mean of three technical replicates. Significant differences *P* < 0.05 (in **a**) or *P* < 0.01 (in **c**) among groups at a given age are indicated by different letters and were examined by Student’s *t* test. **d** Survival of treated zebrafish with 25 µM of 5-aza-dC during gonadal development. Each datapoint is the mean ± s.e.m. of two independent experiments. Within each experiment, each datapoint is the mean of 2–4 technical replicates, originated from five breeding pairs. Significant differences (*P* < 0.05) among groups at a given sampling age were tested by one-way ANOVA and are indicated by different letters

**Fig. 2:**
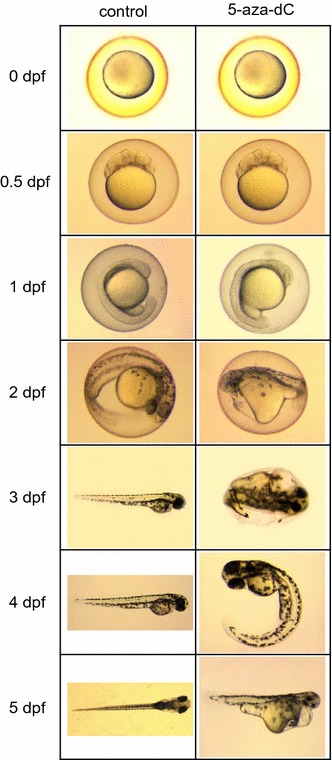
Representative teratology observed from zebrafish embryos treated with 5-aza-dC at 75 µM from 0 to 2 dpf. Teratology was observed from 2 dpf in two out of seven families, and between 3 and 4 dpf, it was observed in all tested families. Different types of teratologies were observed; body curvature, problems with yolk-sac reabsorption and body deformation

#### Gonadal development experiments

Treatment of larvae with 5-aza-dC at 25 µM at different periods during gonadal development resulted in significantly (*P* < 0.05) lower survival, particularly if the treatment started at 10 dpf and lasted until 30 dpf (Fig. 1d). Differences in survival persisted until the end of the experiment at 90 dpf only in the fish treated from 10 to 30 dpf. Survival of fish treated only between 10 and 20 dpf was also significantly (*P* < 0.05) reduced from 15 to 30 dpf but stabilized at 40 dpf, without differences with the controls. No differences in fish survival were found in the 20–30-dpf period when compared to controls (Fig. 1d).

The survival of fish treated with 5-aza-dC at the highest concentration (75 µM) from 10 to 30 dpf was reduced to 56% one week after starting the treatment (17 dpf) and to 42.6% at the end of the treatment (30 dpf). At 90 dpf, survival of treated fish was only 13.3%. Furthermore, surviving fish were smaller than the controls (Additional file 1: Fig. S1A) both in standard length (SL) in males (*P* < 0.05) and in females (*P* < 0.01) and in body weight (BW) in males (*P* < 0.05) and females (*P* = 0.08) (Additional file 1: Fig. S1 B, C).

### 5-Aza-dC treatment consistently alters the sex ratio

In this study, the number of males in the control groups of the different experiments was in the range of 60–75%, a typical value for domestic zebrafish (AB strain). Treatment with 5-aza-dC at 75 µM from 0 to 2 dpf significantly (*P* < 0.05) reduced the number of males at 90 dpf (Fig. 3a). Furthermore, a clear dose–response effect was elicited when treatment was carried out from 0 to 6 dpf (Fig. 3b), with significant differences (*P* < 0.05) in the number of males with respect to the untreated controls observed with the 15- and 25-µM doses. Consistent with these results, the number of males also decreased in fish treated with 5-aza-dC at 25 µM when the treatment included the 20–30- or 10–30-dpf periods; however, significant differences (*P* < 0.05) could be recorded only in the 20–30 dpf due to the lack of replication in the 10–30-dpf period. In contrast, no significant differences in sex ratio were observed when treatment took place during the 10–20-dpf period. As stated in the previous section, larvae treated with 5-aza-dC fish at 75 µM from 10 to 30 dpf had very low survival. Therefore, in this group sex ratios could not be assessed accurately due to the low number of fish available for statistics. Taken together, the data shown above indicate that treatment with 5-aza-dC is able to alter sexual development in zebrafish.

**Fig. 3:**
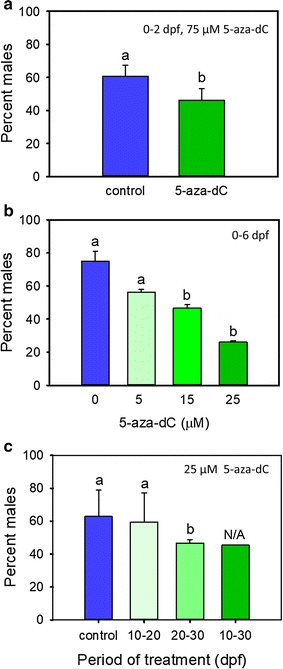
Effects of treatment with 5-aza-dC on the resulting sex ratio at 90 dpf. **a** Sex ratio of fish treated with 5-aza-dC at 75 µM from 0 to 2 dpf. Each datapoint is the mean ± s.e.m., corresponding to five independent experiments using five different breeding pairs. Numbers of fish are 162 and 81 in control and 5-aza-dC, respectively. Significant differences among groups (*P* < 0.05) were analysed by the Chi-squared test with Yate’s correction. **b** Sex ratio of zebrafish larvae (0–6 dpf) treated with different 5-aza-dC doses (0, 5, 15, 25 µM *n* = 13, 27, 31, 19, respectively). Each datapoint is the mean ± s.e.m. of two independent experiments with two technical replicates each. **c** Sex ratio of zebrafish treated with 25 µM of 5-aza-dC during different periods during gonadal development. Data shown as mean ± s.e.m. of three independent experiments with 1–3 biological replicates (*n* = 133, 59, 72 and 11 in control, 10–20 dpf, 20–30 dpf and 10–30 dpf groups, respectively). Significant differences among groups were analysed by the Chi-squared test with Yate’s correction. Significant differences (*P* < 0.05) are indicated by different letters. N/A, variation not assessed because there was only one experiment one technical replicate

### Long-term effects of 5-aza-dC treatment on the expression of dnmt1 and dnmt3b

Treatment at 75 µM from 0 to 2 dpf did not affect the expression of the *dnmt1* (Fig. 4a) and *dnmt3* (specifically, *dnmt3bb.2*, which will be referred to as *dnmt3b* in the rest of the paper for simplicity) (Fig. 4b) in 4-dpf larvae. In addition, 5-aza-dC did not alter the expression of *dnmt1* in the gonads of 90-dpf adults (Fig. 4c), but significantly (*P* < 0.05) decreased the expression of *dnmt3b* in testes (Fig. 4d). No effects were observed in 30-dpf juveniles after treatment at 25 µM from 0 to 6 dpf (Fig. 4e, f). However, the same dose administered between 20 and 30 dpf significantly (*P* < 0.05) increased *dnmt1* expression at 30 dpf (Fig. 4g), while *dnmt3b* expression was not affected (Fig. 4h).

**Fig. 4:**
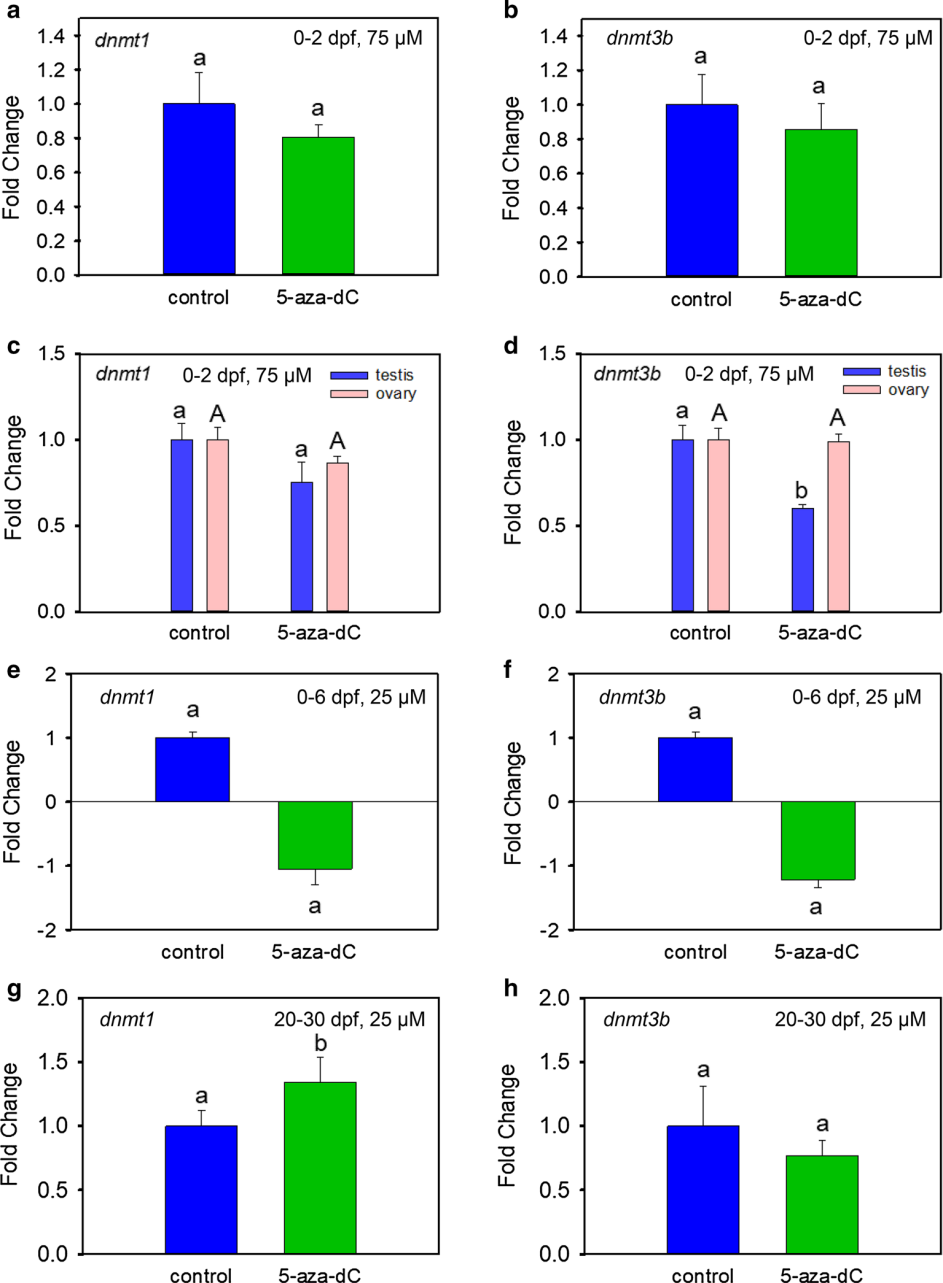
Gene expression profiles of DNA methyltransferases 1 and 3 (*dnmt1* and *dnmt3b*) in zebrafish treated with 5-aza-dC. **a**, **b** 0–2-dpf treatment, short-term effects. Gene expression of *dnmt1* (**a**) and *dnmt3b* (**b**) in larvae at 4 dpf previously treated with 5-aza-dC at 75 µM from 0 to 2 dpf. Each datapoint is the mean ± s.e.m., corresponding to 5 pools of larvae each, in turn, made of a pool of ~ 20 larvae from two independent experiments. **b**, **c** 0–2-dpf treatment, long-term effects. Gene expression of *dnmt1* (**c**) and *dnmt3b* (**d**) in zebrafish gonads at 90 dpf after treatment with 5-aza-dC at 75 µM from 0 to 2 dpf. Data shown as mean ± s.e.m. of fold change using control values set at 1. Sample size *n* = 7–9 gonads per sex and treatment. Within the same sex, different letters indicate significant differences (*P* < 0.01) between treated and control fish analysed by Student’s *t* test. **e**, **f** 0–6-dpf treatment, mid-term effects. Gene expression of *dnmt1* (**e**) and *dnmt3b* (**f**) in juvenile fish at 30 dpf treated with 5-aza-dC at 25 µM in the period 0–6 dpf. Each datapoint is the mean ± s.e.m. with *n* = 7 individual larvae corresponding to 3 technical replicates. The same letter between groups indicates no significant differences (*P* > 0.05) among groups were tested by Student’s *t* test. **g**, **h** 20–30-dpf treatment, short-term effect. Gene expression of *dnmt1* **g** and *dnmt3b* **h** in body trunks of juvenile zebrafish at 30 dpf after treatment from 20 to 30 dpf with 25 µM 5-aza-dC. Data shown as mean ± s.e.m. fold change of *n* = 12 samples per group using control values set at 1. Significant differences (*P* < 0.05) are indicated by different letters

### Effects of 5-aza-dC on the ovarian transcriptome of treated females include downregulation of reproduction-related signalling pathways and a repression of genes related to epigenetic regulatory mechanisms

Since treatment with 5-aza-dC affected sex ratios by increasing the number of females, we wanted to examine the ovarian transcriptome of females resulting from exposure to 5-aza-dC. To do this, we compared females treated with 5-aza-dC at 75 µM from 10 to 30 dpf during the gonadal development period (Fig. 3c) with untreated females from the control group (*n* = 4 fish per group) as that was the group that showed the highest differences in growth in comparison with the lowest concentration (25 µm), suggestive of clear treatment effects. 

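The drug 5-aza-dC is a cytosine analogue that blocks DNA methyltransferases, and it was given during gonadal development, with the ovaries taken at 90 dpf (days post fertilization). RNA of 1 ovary was labelled with Cy3 and hybridized to each array, and the arrays were read with Agilent's Feature Extraction software. Analysed here were 3 control arrays and 4 arrays of treated females, whereas the paper gives 4 ovaries in each group. The paper's counts at 1.2-fold, 298 higher and 700 lower, come back as probes from the authors' normalized values of these 7 arrays. This argues against a further control array in those counts. The setting, with outlier-flagged spots kept, was chosen after seeing the data. The paper's methods give 50 ng of total RNA per labelling and the sample labels 100 ng. The arrays lay on 2 slides, the first with 2 control and 2 treated ovaries and the second with 1 control and 2 treated ovaries. Each array held 43803 spots other than controls, for 43603 probes with 26190 gene names, placed on the Zv9 genome. The probes well above background numbered between 33328 and 35381 on the control arrays (median 35127) and between 35064 and 36400 on the treated arrays (median 35683). Over the 7 arrays, 62 spots with an outlier flag were left out and 0 spots were saturated. The authors' software had subtracted the background, corrected for spatial trends and replaced the signal of dim spots by a surrogate value. The median of this processed signal was between 239 and 284 on the control arrays and between 221 and 354 on the treated arrays. Log2 values were quantile normalized, the normalization that the paper's methods name, and the groups were compared with limma. Counts below are of probes, and the value of a gene is the mean of the log2 values of its probes. Rank correlations across probes (Spearman's rho) were between 0.960 and 0.983 for the 9 pairs of arrays within a group (median 0.975). Between the groups they were between 0.954 and 0.982 for 12 pairs (median 0.973). The number of arrays limits the precision. The two-sided exact permutation test used here takes 2 times the smaller one-sided P. The smallest P it can give for 3 arrays against 4 is 0.0571, so this test cannot reach 0.05 for a single gene. Arrays of this design were simulated with independent normal noise at each probe, without differences that many probes of an array share. The shares found may therefore not hold for the real arrays. Where 200 of the probes were changed by 1 log2 unit, 64% had the right sign, at least 1.2-fold, and an unadjusted limma P below 0.01. After Benjamini-Hochberg adjustment 0% were found. With a change of 2 log2 units, 87.5% were found at this P and 63% after adjustment, and with 3 log2 units 93% and 78%. Among the choices that could change the numbers are the correction of the background, the scaling between arrays, the use of log2 or linear values, a block for the replicate number, the arrays kept, the probe taken for a gene and the P threshold.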

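Principal components were computed from 43574 probes with a value on all 7 arrays, centred and not scaled. On log2 values, component 1 held 32.5% of the variance, component 2 19.0% and component 3 16.5%. Treated replicate 2 had a score of 169.57 on component 1, while the other treated ovaries lay between −42.52 and −34.36 and the controls between −73.71 and 42.72. The difference between the groups on component 1 had p = 0.8 and on component 2 p = 0.229 (two-sided exact permutation tests). On component 3 every treated ovary lay above every control, with −43.46 ± 73.00 (SD, n = 3) in control and 32.59 ± 10.30 (SD, n = 4) in treated ovaries (exact permutation test, p = 0.0571). The shares moved most with linear instead of log2 values, to 63.9% on component 1 and 11.4% on component 2. There, component 1 set treated replicate 2 apart from the other arrays (exact permutation test, p = 1) and component 2 separated the groups (exact permutation test, p = 0.0571). Without this ovary, the log2 values gave 28.2% on component 1 and 25.7% on component 2.

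**Figure D1:**
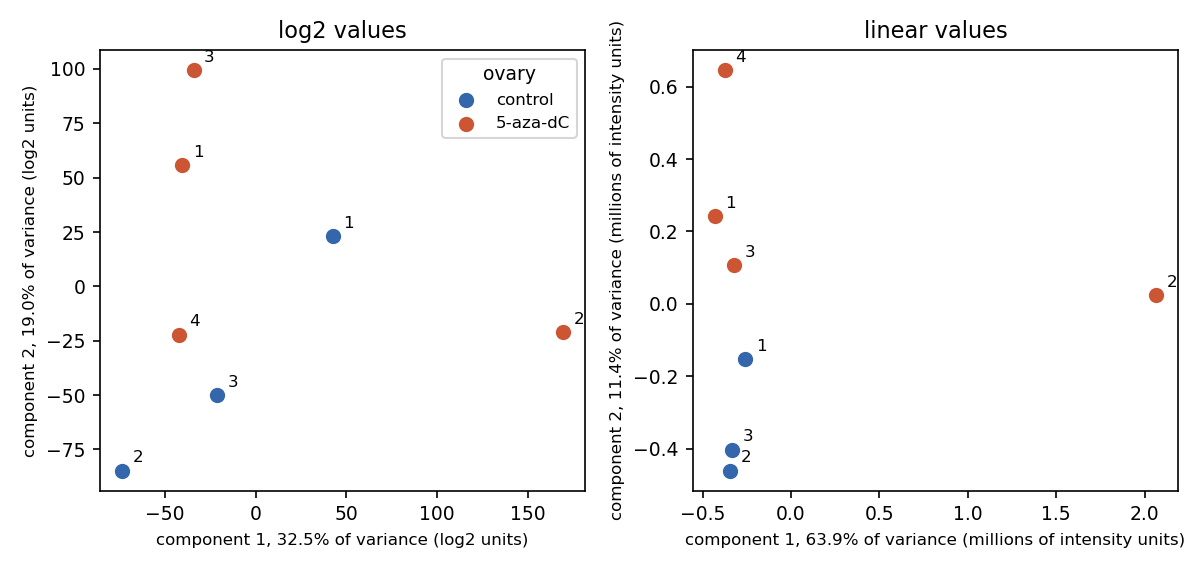
Scores of the 3 control and 4 treated ovaries on component 1 (x axis) and component 2 (y axis), each point 1 ovary with its replicate number, on log2 values (left, log2 units) and on linear values (right, intensity units at the scale of the axis labels). Treated replicate 2 lies apart from the other 6 ovaries on component 1 in both panels.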

Expression profiles using a zebrafish homologous microarray (see materials and methods) were subjected to principal component analysis (PCA), which classified the samples into two clusters corresponding to control and treated fish. The PCA component 1 alone explained 64.0% of the variance, while component 2 explained an additional 10.6% (Fig. 5a). Between the two groups, there were a total of 998 differentially expressed genes (DEG), with 298 up- and 700 downregulated genes with a fold change (FC) ≥ 1.2 including both upregulation and downregulation and a *P* value < 0.01 (Fig. 5b). Likewise, the number of up- and downregulated DEG with a FC ≥ 2 was 74 and 30, respectively (Fig. 5b). 

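At an unadjusted limma P below 0.01, 997 of the 43603 probes changed at least 1.2-fold, 329 higher and 668 lower in treated ovaries. In the normalized values that the authors deposited, 667 of these 997 probes also passed with the same sign. The 997 probes carry 868 gene names, and 791 of them (79.3%) were well above background on all arrays, against 73.0% of all probes. At least 1.5-fold, 306 probes were higher and 390 lower. If no probe differed, 436 would be expected at this P, whatever the size of the change. After Benjamini-Hochberg adjustment 0 probes had a limma P below 0.05 (smallest 0.127), while 3947 probes had an unadjusted P below 0.05. Counted by gene, 511 of 26190 genes passed, 187 higher and 324 lower. The P threshold moved the total most, to 3892 probes at an unadjusted P below 0.05, and leaving out 1 array moved it to between 581 (without control replicate 2) and 1105 (without treated replicate 4). The direction moved most with the replicate number as a block (replicate block), to 503 probes higher and 198 lower. Among the scalings between arrays it moved most with each array shifted to a common 75th percentile, to 504 higher and 271 lower. Of the 35 ways to divide the 7 arrays into 3 and 4, 4 gave at least as many probes as the real division, itself included.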

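At least 2-fold, 195 probes were higher and 122 lower in treated ovaries, and 163 of these (51.4%) were well above background on all arrays. Without control replicate 1, 363 probes were higher and 182 lower. Probes with a gene symbol, 1 per gene, were ranked by P among those whose treated arrays all lay on 1 side of the controls. The first 5 in each direction had limma adjusted P between 0.127 and 0.177. Among those higher, a probe of cisd1 on chromosome 13 of Zv9 (42564881 to 42564940) had log2 values of 12.51 ± 0.09 (SD, n = 3) in control and 13.81 ± 0.06 (SD, n = 4) in treated ovaries, a log2 fold change of 1.30 (SE 0.10), and the gene's other probes gave 1.5 and −0.42. A probe of zgc:64043 (chromosome 13, 53851712 to 53851771) was not well above background on any control array and was at 7.22 ± 0.52 (SD, n = 4) in treated ovaries, so that no fold is given. The gene's other 3 probes gave log2 fold changes of −1.01, −1.05 and −0.99. A probe of pddc1 (chromosome 25, 3858104 to 3858152) had a log2 fold change of 2.73 (SE 0.27) and the gene's other probes −0.28 and −0.35. For dcxr (chromosome 12, 3642110 to 3643238) the probe gave 0.93 (SE 0.09) and the gene's other probe 0.87. The probe of arnt2 was not well above background in either group and has no fold. Among those lower, a probe of dact2 (chromosome 13, 44036022 to 44036080) had 12.48 ± 0.86 (SD, n = 3) in control and 6.38 ± 0.58 (SD, n = 4) in treated ovaries, a log2 fold change of −6.10 (SE 0.48). The gene's other probes gave −3.79, −3.99 and, below background on all arrays, 0.06. A probe of mrpl14 (chromosome 13, 43331913 to 43331972) had a log2 fold change of −1.38 (SE 0.13), while a probe that overlaps it (43331909 to 43331968) gave 0.31. A probe of slc25a28 (chromosome 13, 41057430 to 41057489) had −1.35 (SE 0.13) and the gene's other probe −0.45. For zgc:171684 the probe was well above background on 2 of the 3 control arrays and on 0 of the 4 treated arrays, as was the gene's other probe, and no fold is given. The probe of grm1a was not well above background in either group. Of the 268 genes with a place and a probe changed at least 2-fold, 35 lie on chromosome 13, against 9.64 expected from all genes.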

Validation by quantitative (q) PCR using DEG between the two groups, and primarily related to reproduction, showed that the results obtained matched those obtained with the microarray (*R* ^2^ = 0.963, *P* < 0.0001), thus validating the microarray data (Additional file 2: Fig. S2).

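On the arrays, 20 genes of Table S6, which lists the qPCR primers, have a probe of their name (vasa and dnmt3 are the array's names for ddx4 and dnmt3bb.2). Of these, 4 were higher and 6 lower at an unadjusted limma P below 0.05, with 0 below 0.05 after adjustment over all 26190 genes (smallest 0.311), where 2133 genes had an unadjusted P below 0.05. Adjusted over the list alone, 9 had P below 0.05, and this is not independent evidence where genes were picked from these arrays. The mean of 4 probes of zgc:152791 (chromosome 13 of Zv9) was 8.68 ± 0.07 (SD, n = 3) in control and 11.53 ± 0.57 (SD, n = 4) in treated ovaries, with a log2 fold change of 2.85 (SE 0.31). It was 2.24 (SE 0.62) for tnfrsf9a and 1.71 (SE 0.34) for stat1b, 2 of whose 4 probes were not well above background on any control array. The gene mean of dact2 was 8.50 ± 0.62 (SD, n = 3) in control and 5.05 ± 0.41 (SD, n = 4) in treated ovaries, a log2 fold change of −3.46 (SE 0.35), with treated replicate 2 at 4.43. For fut9 it was −3.38 (SE 1.1), with treated replicate 3 at 11.30 and the controls at 11.61 ± 0.10 (SD, n = 3). For mtnr1ba it was −2.47 (SE 0.64), with treated replicate 3 at 8.38 and the other treated arrays between 5.91 and 6.10. The change was −2.47 for spp1, with treated replicate 4 at 9.93 within the controls (9.50 to 10.28), −0.81 for kcnc2, −0.60 for the mean of the mrpl14 probes and 0.70 for that of the pddc1 probes, with probes of both signs in the last 2 genes. The genes amh (−0.41), foxl2 (−0.35), dmrt1 (−0.33), robo2 (−0.63), cyp19a1a (0.27), cyp11c1 (−0.14), dnmt3 (−0.04), vasa (−0.05) and eef1a1l1 (0.05) had an unadjusted P of at least 0.05, the last with treated replicate 4 at 15.72 and the other treated arrays between 16.16 and 16.22.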

**Fig. 5:**
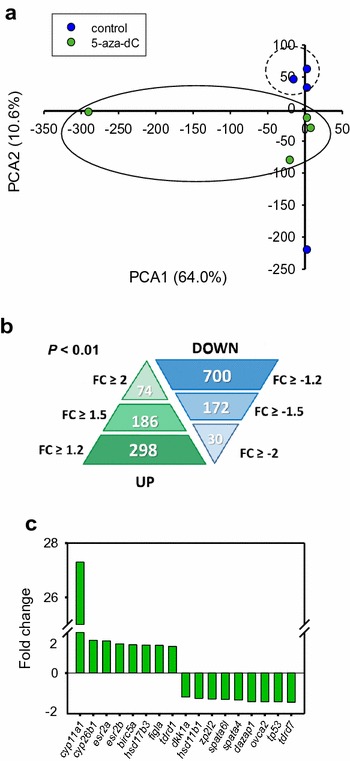
Transcriptomic effects in ovaries treated with 75 µM of 5-aza-dC during gonadal development (10–30 dpf). **a** Clustering of fish based on their ovarian transcriptomic profiles at 90 dpf as assessed by principal component analysis (PCA). Per cent values refer to variance (total variance explained ~ 75%). **b** Description of the number of differentially expressed genes (white numbers) according to different fold change values with a *P* < 0.01. **c** Gene expression at 90 dpf in zebrafish ovaries of some reproduction-related genes present in the microarray. Full gene names are listed in Additional file 5: Table S2

In all gene ontology (GO) terms identified by analysing level 3, a larger number of downregulated GO terms were found (76) in comparison with the upregulated terms (43) (Additional file 3: Table S1, Additional file 4: Fig. S3). In the upregulated terms in the Biological process category (Additional file 4: Fig. S3A), the most enriched subcategories were: multicellular organism development (GO:0007275), system development (GO:0048731) and animal organ development (GO:0048513). The most downregulated subcategories (Additional file 4: Fig. S3D) were: cellular nitrogen compound metabolic process (GO:0034641), cellular macromolecule metabolic process (GO:0044260) and nucleobase-containing compound metabolic process (GO:0006139). 

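The paper lists 3 genes for the term on methylation-dependent chromatin silencing. All 3 were lower in treated ovaries at gene level, with log2 fold changes of −0.30 for mbd3a, −0.24 for setdb1b and −0.11 for setdb1a, and mbd3a had an unadjusted limma P below 0.05. None of them passed after adjustment over all genes (0 of 3), and the list was chosen on these arrays.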

We also found a downregulation of a GO term directly related to methylation: methylation-dependent chromatin silencing (GO:0006346) (Additional file 4: Fig. S3D). In the Cellular component category (Additional file 4: Fig. S3B, E) only seven GO terms were characterized in the upregulated subcategory. Likewise, we identified 20 downregulated subcategories, most of them with a high significant enriched *p* value (*p* = 1E^−23^–E^−4^), i.e. intracellular (GO:0005622) and intracellular part (GO:0044424). 

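The genes that the paper lists for chromatin binding were lower in treated ovaries for 28 of 28 genes (95% exact binomial interval of the share 87.7 to 100%, which treats genes as independent). Their median log2 fold change was −0.19, from −1.32 for phf12a to −0.07 for pygo2. Of these, 4 had an unadjusted limma P below 0.05 and 0 passed after adjustment over all genes. Since the list holds genes chosen as downregulated on these arrays, its direction follows from the choice.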

For the Molecular process (MP) category (Additional file 4: Fig S3 C, F) the most enriched downregulated GO term was related to epigenetics: chromatin binding (GO:0003682).

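The table of reproduction-related genes holds 23 genes, 11 listed as higher and 12 as lower. At gene level 23 of 23 had the listed direction, and 15 of them (5 higher and 10 lower) had an unadjusted limma P below 0.05. Of these, 5 had an unadjusted P below 0.01: lhbeta1, figla, spata6l, ovca2 and cyp17a1. After adjustment over all genes 0 had P below 0.05 (smallest 0.510). Adjusted over the list alone, 11 did (0.0372 to 0.0399), which is not independent evidence because the paper chose the genes on these arrays. Without control replicate 2 the count of 15 became 10, and without control replicate 1 it became 14. The log2 fold changes ran from −1.1 (LOC100333777) to 2.34 (cyp11a1), the latter carried by 1 of 3 probes. For lhbeta1, 0 probes were well above background on all arrays.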

We identified a total of 24 DEG involved in reproduction-related functions [43, 45–47] (Additional file 5: Table S2) of which 17 are shown in Fig. 5c. 

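The array has 3 probes for cyp11a1 on chromosome 25 of Zv9. On the probe from 23058075 to 23058134, the control ovaries had log2 values of 2.58 (not well above background), 4.31 and 14.42, and the treated ovaries 13.58, 14.42, 14.18 and 13.32. Its log2 fold change was 6.77 (SE 2.74, limma adjusted P = 0.545), and control replicate 3 lay as high as the highest treated ovary, so that the groups overlapped (two-sided exact permutation test, p = 0.286). The probe from 23058421 to 23058480 gave −0.05 and the probe from 23048715 to 23049737 gave 0.30. The mean of the 3 probes was 11.87 ± 2.38 (SD, n = 3) in control and 14.21 ± 0.45 (SD, n = 4) in treated ovaries, with a log2 fold change of 2.34 (SE 1.04, limma adjusted P = 0.625) and an exact permutation p = 0.229. It was 3.71 without control replicate 3 and 1.5 without control replicate 1. Taking the probe with the highest signal moved it most, to −0.05.

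**Figure D2:**
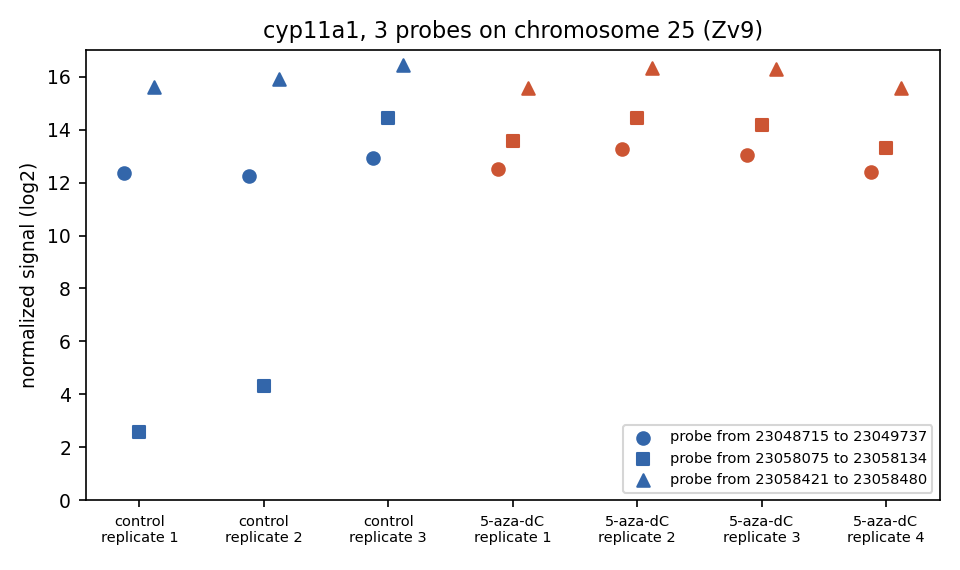
Normalized log2 signal (y axis) of the 3 probes of cyp11a1 on each of the 7 arrays (x axis), 3 control ovaries in blue and 4 treated ovaries in red. The probe from 23058075 to 23058134 (squares) is at 2.58 and 4.31 on control replicates 1 and 2 and at 13.32 or above on the other 5 arrays.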

The most upregulated gene (FC = 27.30) was cytochrome P450 family (cyp) 11, subfamily a, member 1 (*cyp11a1*), which is involved in the glucocorticoid and steroid pathways catalysing the conversion of cholesterol to pregnenolone during gonad formation [48]. We found other gene members of the cytochrome P450 superfamily also upregulated: 17β-hydroxysteroid dehydrogenase 3 (*hsd17b3*), which is predominantly expressed in the testis, catalysing the conversion of androstenedione to testosterone [49] and cytochrome P450 family 26 subfamily B member 1 (*cyp26b1*), which degrades retinoic acid [50]. In contrast, *hsd11b1*, which catalyses the conversion of the stress hormone cortisol to the inactive metabolite cortisone [51], was downregulated, together with other male-related genes such as spermatogenesis-associated (*spata*) 6 like *spata6* *l*, *spata4* and azoospermia-associated protein 1 (*dazap1*). 

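The 2 probes of hsd17b3 on chromosome 8 of Zv9 gave log2 fold changes of 0.73 (30724374 to 30724433) and 0.47 (30723199 to 30723258). Their mean was 9.38 ± 0.10 (SD, n = 3) in control and 9.99 ± 0.30 (SD, n = 4) in treated ovaries, a log2 fold change of 0.60 (SE 0.19, limma adjusted P = 0.556). Every treated ovary was higher than every control (two-sided exact permutation test, p = 0.0571). The 4 probes of cyp26b1 on chromosome 7 gave 1.26, 0.38, 0.17 and 0.00, the last not well above background on any array. Its mean was 6.31 ± 0.44 (SD, n = 3) in control and 6.76 ± 0.33 (SD, n = 4) in treated ovaries, a log2 fold change of 0.45 (SE 0.27, limma adjusted P = 0.696), and the groups overlapped (exact permutation test, p = 0.229). With 1 array left out it was between 0.27 and 0.70.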

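The array's entry for hsd11b1 is LOC100333777 (chromosome 2 of Zv9, 54048064 to 54053604). It was 5.80 ± 0.23 (SD, n = 3) in control and 4.70 ± 0.63 (SD, n = 4) in treated ovaries, a log2 fold change of −1.1 (SE 0.35, limma adjusted P = 0.569), and the groups overlapped (two-sided exact permutation test, p = 0.114). The size of this change varied with the scaling and the background correction. For spata6l (chromosome 7, 72211164 to 72211223) the values were 14.49 ± 0.13 (SD, n = 3) in control and 14.09 ± 0.06 (SD, n = 4) in treated ovaries, a log2 fold change of −0.40 (SE 0.11, limma adjusted P = 0.510). For spata4 (chromosome 14) they were 11.93 ± 0.08 (SD, n = 3) in control and 11.52 ± 0.16 (SD, n = 4) in treated ovaries, a log2 fold change of −0.41 (SE 0.13, limma adjusted P = 0.556). Every treated ovary was lower than every control for spata6l and spata4 (exact permutation tests, p = 0.0571). For dazap1 (chromosome 11, 5957515 to 5957574) the log2 fold change was −0.54 (SE 0.21, limma adjusted P = 0.601), with 9.21 ± 0.18 (SD, n = 3) in control and 8.67 ± 0.33 (SD, n = 4) in treated ovaries and overlap between the groups (exact permutation test, p = 0.114).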

The oestrogen receptor (esr) 2a, *esr2b* and folliculogenesis-specific BHLH transcription factor (*figl*) were upregulated, whereas zona pellucida glycoprotein 2 (*zp2l2*) and ovarian tumour suppressor candidate 2 (*ovca2*) genes were downregulated.

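For esr2a (chromosome 20 of Zv9) the mean of 2 probes was 6.56 ± 0.15 (SD, n = 3) in control and 7.08 ± 0.32 (SD, n = 4) in treated ovaries, a log2 fold change of 0.52 (SE 0.20, limma adjusted P = 0.601). Its probes gave 0.71 and 0.33, the second not well above background on all but 1 of the arrays. For esr2b (chromosome 13) the log2 fold change was 0.54 (SE 0.26, limma adjusted P = 0.635), with 0.74 and 0.33 for its 2 probes and overlap between the groups (two-sided exact permutation test, p = 0.171). The probe of figla (chromosome 5, 15047805 to 15047864) gave 14.32 ± 0.12 (SD, n = 3) in control and 14.80 ± 0.11 (SD, n = 4) in treated ovaries, a log2 fold change of 0.49 (SE 0.12, limma adjusted P = 0.510). The change was −0.31 (SE 0.10, limma adjusted P = 0.568) for zp2l2 (chromosome 6), from 15.24 ± 0.04 (SD, n = 3) to 14.93 ± 0.07 (SD, n = 4). For ovca2 (chromosome 10) it was −0.50 (SE 0.13, limma adjusted P = 0.510), from 11.94 ± 0.19 (SD, n = 3) to 11.44 ± 0.07 (SD, n = 4). The groups did not overlap for esr2a, figla, zp2l2 and ovca2 (exact permutation tests, p = 0.0571).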

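The enrichment of KEGG pathways was not recomputed, and the genes that the paper lists for each pathway were followed at gene level. Of the genes listed for focal adhesion, 18 of 19 were higher in treated ovaries, 11 of them at an unadjusted limma P below 0.05, with a median log2 fold change of 0.65. For oxidative phosphorylation 11 of 11 genes were higher, 8 at this P, with a median of 0.64 and the largest change for cox6a2 (1.67). For regulation of the actin cytoskeleton 15 of 15 were higher, 6 at this P, with a median of 0.52. In the 10 pathways listed as downregulated, between 87.5 and 100% of the listed genes were lower. After adjustment over all genes 0 of the listed genes passed. These lists hold genes selected on the same arrays, so their directions follow from the selection.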

We identified three enriched Kegg pathways that were upregulated: focal adhesion (dre04510), oxidative phosphorylation (dre00190) and regulation of actin cytoskeleton (dre04810) as well as ten downregulated Kegg pathways (Additional file 6: Table S3). Among them, the most enriched was the mTOR signalling pathway. 

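Of the genes listed for the mTOR pathway, 13 of 13 were lower in treated ovaries (95% exact binomial interval 75.3 to 100%). Their median log2 fold change was −0.33, from −0.87 for cab39 to −0.12 for pik3r1, and 5 had an unadjusted limma P below 0.05.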

We also found one reproduction-related pathway, progesterone-mediated oocyte maturation (dre04914), which was also inhibited. 

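The genes listed for this pathway in the enrichment were lower in treated ovaries for 14 of 14 (95% exact binomial interval 76.8 to 100%), with a median log2 fold change of −0.31. The lowest was mapk8b (−0.69), and 6 had an unadjusted limma P below 0.05.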

Next, we looked at four pathways typically associated with female development in zebrafish [43] (I: Fanconi anaemia, II: Wnt signalling, III: oocyte meiosis and IV: progesterone-mediated oocyte maturation), as well as four pathways typically associated with male development (V: PPAR signalling, VI: p53 signalling, VII: cytokine–cytokine interaction and VIII: cardiac muscle contraction) [43]. The fold change in the expression of genes belonging to these eight signalling pathways in the ovaries of 5-aza-dC-treated females compared to control females ranged approximately from − 2 to + 3 (Fig. 6a, b and Additional file 7: Table S4). Thus, in each pathway there were upregulated and downregulated genes. However, in the four pro-female pathways most genes were downregulated and these accounted for 78–90% of the total number of genes in each pathway (Fig. 6c). In contrast, the number of up- and downregulated genes was similar in two of the pro-male pathways (PPAR and p53 signalling), while in the cytokine–cytokine interaction pathway the number of upregulated genes clearly predominated, whereas in the cardiac muscle contraction pathway it was the opposite (Fig. 6b, d).

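At gene level, the log2 fold changes of the genes in the 4 pro-female pathways ran from −1.82 (fancf) to 3.08 (wnt3). In the 4 pro-male pathways they ran from −1.36 (cdk4) to 2.24 (tnfrsf9a). The paper's range is of fold changes that are not in log2, so the 2 ranges are not alike. Its own fold changes are −1.24 for fancf and 1.70 for wnt3. Here the unadjusted limma P was 0.149 for fancf and 0.0495 for wnt3, which has 1 probe. Other genes with changes of more than 1 log2 unit include aqp7 (−1.15), jun (1.1), fzd3a (1.01), lpl (1.99), cox6b1 (1.49), cox6a2 and xcr1a (1.28).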

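Of the distinct genes of each pro-female pathway, 6 of 7 were lower in treated ovaries in the Fanconi anaemia pathway (85.7%, 95% exact binomial interval 42.1 to 99.6%). In Wnt signalling 12 of 19 were lower (63.2%, 38.4 to 83.7%), in oocyte meiosis 15 of 19 (78.9%, 54.4 to 93.9%) and in progesterone-mediated oocyte maturation 16 of 18 (88.9%, 65.3 to 98.6%). The intervals treat genes as independent, which genes of 1 pathway are not. At an unadjusted limma P below 0.05 there were 3, 9, 8 and 6 genes in this order, and 0 after adjustment over all genes. Restricting the tally to genes at this P moved the shares of 3 pathways most, to 100% in the Fanconi anaemia and progesterone pathways and 77.8% in Wnt signalling. For oocyte meiosis it gave 75%, and the lowest share, 73.7%, came with loess, with the probe of highest signal and without treated replicate 2.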

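Of the distinct genes of each pro-male pathway, 5 of 10 were lower in treated ovaries in PPAR signalling (50%, 95% exact binomial interval 18.7 to 81.3%) and 7 of 10 in p53 signalling (70%, 34.8 to 93.3%). In cardiac muscle contraction 4 of 10 were lower (40%, 12.2 to 73.8%), and in the cytokine pathway 2 of 13 (15.4%, 1.92 to 45.4%). There were 3, 5, 6 and 4 genes at an unadjusted limma P below 0.05 in this order, and 0 after adjustment over all genes.

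**Figure D3:**
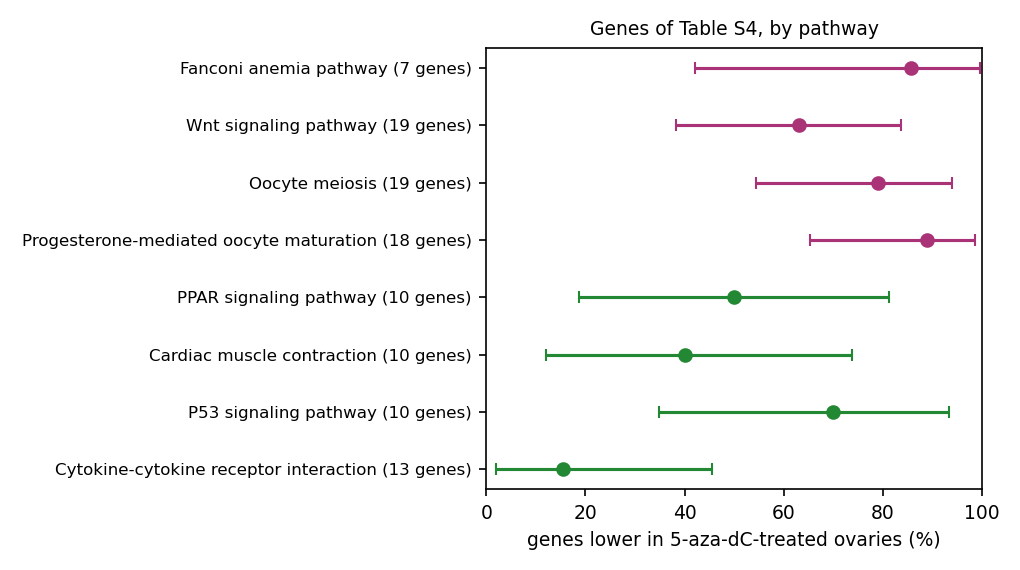
Share of the genes of each pathway of Table S4 that were lower in treated ovaries (x axis, %), with the number of genes in parentheses and 95% exact binomial intervals as bars, for the pro-female pathways in purple and the pro-male pathways in green. The shares run from 15.4% in the cytokine pathway to 88.9% in progesterone-mediated oocyte maturation.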

**Fig. 6:**
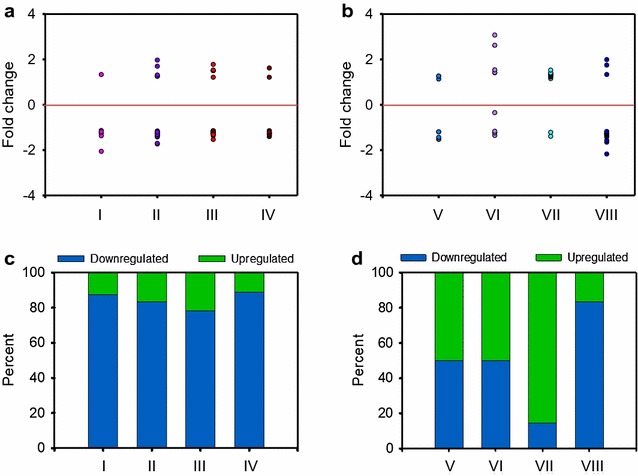
Lasting effects of treatment of zebrafish with 5-aza-dC at 75 µM between 10 and 30 dpf during gonadal development on the signalling pathways observed in 90-dpf adult ovaries. **a** Gene expression fold change differences in pro-female pathways. I: Fanconi anaemia (*n* = 8 genes), II: Wnt signalling (*n* = 30 genes), III: oocyte meiosis (*n* = 23 genes) and IV: progesterone-mediated oocyte maturation (*n* = 18 genes). **b** Gene expression fold change differences in pro-male pathways. V: PPAR signalling (*n* = 10 genes), VI: cardiac muscle contraction (*n* = 10 genes), VII: cytokine–cytokine interaction (*n* = 14 genes) and VIII: p53 signalling (*n* = 18 genes). **c**, **d** Percentage of up- or downregulated genes in the pro-female and pro-male pathways observed in **a** and **b**, respectively

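Among the genes with an epigenetic-related function, chaf1a had a log2 fold change of −0.15 (SE 0.11, limma adjusted P = 0.724) and overlap between the groups (two-sided exact permutation test, p = 0.171). For kdm5bb it was −0.48 (SE 0.12, limma adjusted P = 0.510), with 9.13 ± 0.05 (SD, n = 3) in control and 8.65 ± 0.15 (SD, n = 4) in treated ovaries. For hist1h4c, which the files name ENSDART00000128059 (chromosome 7 of Zv9), it was −0.51 (SE 0.14, limma adjusted P = 0.510). For camkmt, named ENSDART00000133968 (chromosome 13, 9954239 to 9954298), it was −0.95 (SE 0.23, limma adjusted P = 0.510), with 9.56 ± 0.10 (SD, n = 3) in control and 8.61 ± 0.40 (SD, n = 4) in treated ovaries. The 4 probes of mbd3a gave between −0.41 and −0.24. Decreases of this order were also measured for dmgdh (−0.96) and dimt1l (−0.73).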

Finally, we investigated genes with a known epigenetic-related function and we found a total of 40 DEG which were classified according to their regulatory mechanisms [35, 52] (Fig. 7 and Additional file 8: Table S5): chromatin-related, e.g. chromatin assembly factor 1 subunit A (*chaf1a*); CpG binding domain, e.g. methyl–CpG binding domain protein 3a (*mbd3a*); demethylases, e.g. lysine (K)-specific demethylase 5Bb (*kdm5bb*); dicer, e.g. ribonuclease type III (*dicer1*); histone-related, e.g. histone cluster 1 H4c (*hist1h4c*), methyltransferases, e.g. calmodulin–lysine N–methyltransferase (*camkmt*), and polycomb-associated proteins, e.g. chromobox homologue 4 (*cbx4*). 

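At gene level, 32 of the 40 epigenetic-related genes of Table S5 were lower in treated ovaries (80%, 95% exact binomial interval 64.4 to 90.9%, which treats genes as independent). Among all 26190 genes 58.5% were lower, and among genes at an unadjusted limma P below 0.05 67.4%. Of the 40 genes, 19 had an unadjusted P below 0.05, 15 of them lower, and 8 had P below 0.01. After adjustment over all genes 0 passed, and 8 did when adjusted over the list alone, which is not independent evidence because the paper chose the genes on these arrays. With 1 array left out, between 31 and 33 were lower. Counting only genes at an unadjusted P below 0.05 moved the number most, to 15.

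**Figure D4:**
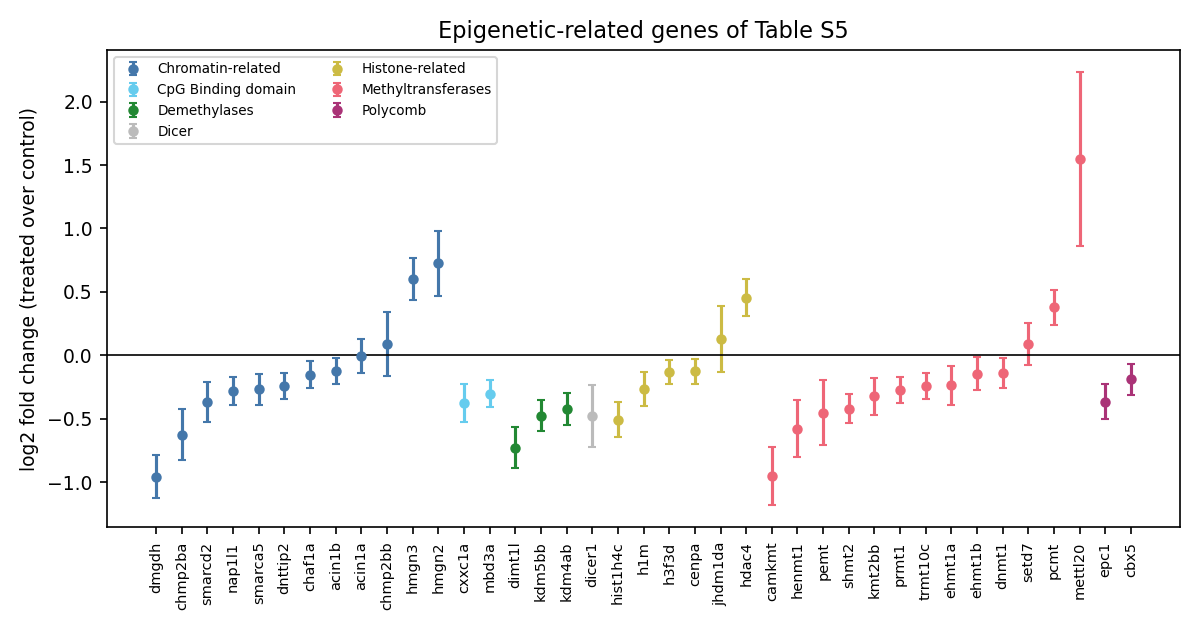
Log2 fold change of treated over control ovaries (y axis; points, gene means; bars, standard errors from limma, with 3 control and 4 treated ovaries) for 39 of the 40 genes of Table S5 (x axis; 1 gene is not drawn), coloured by category. The 8 genes above 0 are chmp2bb, hdac4, hmgn2, hmgn3, jhdm1da, mettl20, pcmt and setd7.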

Regardless of their mechanism, 35 out of 40 of these genes were downregulated in the ovaries of treated females (Fig. 7a). These included all but one methyltransferase and all but three chromatin-related genes (Fig. 7b).

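By category, 10 of 13 methyltransferases (76.9%, 95% exact binomial interval 46.2 to 95.0%) and 9 of 12 chromatin-related genes were lower in treated ovaries, together with 2 of 2 CpG binding genes, 3 of 3 demethylases, dicer1 and 4 of 6 histone-related genes. The methyltransferases with a higher mean were mettl20, pcmt and setd7. For mettl20 the log2 fold change was 1.55 (SE 0.69), with 12.54 and 12.78 on treated replicates 1 and 4 and 10.48 and 10.36 on treated replicates 2 and 3. For setd7 it was 0.09, made of −0.29 on both bright probes and 0.85 on a probe that was not well above background in either group. For pcmt it was 0.38 over 8 probes, and −0.22 on the probe with the highest signal. The chromatin-related genes with a higher mean were hmgn2 (0.73), hmgn3 (0.60) and chmp2bb (0.09), the last with treated replicate 2 at 11.68 and the other treated ovaries between 12.53 and 12.63. The histone-related ones were hdac4 (0.46) and jhdm1da (0.13).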

**Fig. 7:**
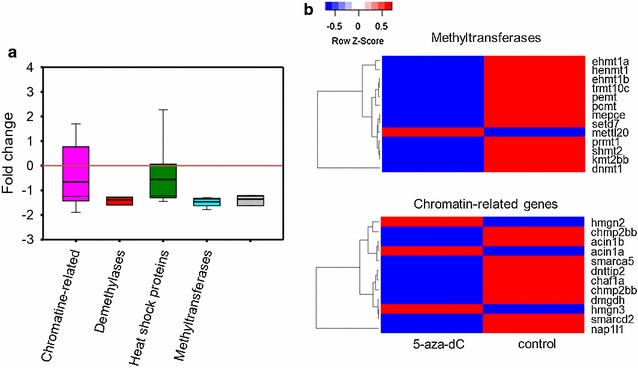
Expression of genes involved in different types of epigenetic regulatory mechanisms in the ovaries of 90-dpf adult zebrafish treated with 75 µM of 5-aza-dC during gonadal development (10–30 dpf). **a** Fold change with respect to control values set at 0. In the boxplot, the solid and thick lines indicate the median and mean, respectively; the lower and upper edges indicate the 25th and 75th percentiles, respectively; the lower and upper whiskers indicate the 5th and 95th percentiles, respectively. **b** Heatmap analysis of methyltransferases and chromatin-related genes in treated ovaries. Full gene names are listed in Additional file 8: Table S5

## Discussion

Changes in the methylome are part of normal development and occur throughout life in all vertebrates [53]. These changes can be artificially induced by DNA methylation inhibitors, the development of which has been fuelled for their promise in the treatment of some types of cancer. In fish such as medaka, *Oryzias latipes* [54], zebrafish [27] or goldfish, *Carasius auratus* [55], the effects of early treatment with DNA methylation inhibitors have been studied. Here we report the effects of 5-aza-dC treatment applied during either early development or gonadal development in zebrafish. We show for the first time that this DNA inhibitor is able to affect not only the process of sexual development but also the gonadal transcriptome of adults.

Regarding early developmental treatments, these were conducted within the first 2 h after fertilization, since a previous study in zebrafish already showed that such treatments indeed result in a global DNA hypomethylation [27]. In our study, early treatment with 5-aza-dC resulted in lower survival, which was evidenced eight days later. In fact, the toxicity of 5-aza-dC, first reported in human cells, prompted the development of less toxic and more stable agents such as zebularine [19, 56]. Cytotoxic effects have also been reported in medaka [28] and are thought to be due to induced DNA hypomethylation, emphasizing the importance of DNA methylation for proper development [57]. When the 5-aza-dC dose was 75 µM and exposure included most of the gonadal development (10–30 dpf) not only survival but also growth was reduced. This reduction in growth is in accordance with a previous study in which zebrafish was fed with 5-aza-dC at 10 mg/kg for 32 days and where adult females had reduced growth [32].

One of the most striking results found in this study is that 5-aza-dC treatment consistently resulted in a sex ratio bias towards females in all the experiments performed. This is in line with the results obtained with an hermaphroditic fish, the ricefield eel, *Monopterus albus*, in which 5-aza-dC treatment drove the natural sex reversal towards female development [58]. Our study shows that 5-aza-dC at 75 µM applied during 48 hpf was capable to feminize zebrafish. When the exposure time was longer (6 dpf) but the drug was administered in lower concentrations (15 and 25 µM) similar results were obtained. Further, when exposure lasted longer and included the gonadal development period (20–30 dpf) the number of females was also significantly increased. In contrast, in a recent study in which zebrafish was treated with 5-aza-dC during 0–6 dpf, no differences in sex ratios were found in the F0, but a shift towards males was observed in the F1 [33]. However, in that study group spawnings were used and it is thus difficult to ascertain the genetic contribution of parents, which can heavily influence the results [43, 46]. Our results are unlikely due to differential mortality because the early treatment experiments ended at 6 dpf at the latest, well before the differentiation of the gonads in zebrafish. Adult stickleback, *Gasterosteus aculeatus*, fed with 5-aza-dC (5 µg/g feed) had global DNA changes in both testes and ovaries, with significant changes in methylation levels particularly in the testes, indicating that 5-aza-dC is also able to affect differentiated gonads [31]. Interestingly, treatment with 5-aza-dC of children suffering from acute leukaemia resulted in hypogonadism, indicating that 5-aza-dC can affect the reproductive tissues in humans as well [59]. Taken together, our results with zebrafish along with the results in the other fish species mentioned above suggested that epigenetic mechanisms involving DNA methylation—for example, by decreasing methylation of the *cyp19a1a* promoter in ricefield eel [58]—suggest the possibility of testing DNA methylation inhibitors as a new option to control fish sex ratios as done, for example, in fish farming or population control. Nevertheless, further research should be carried out in additional species.

Transcriptomic data from the ovaries of treated zebrafish with 75 µM of 5-aza-dC during gonadal development showed changes in the expression of genes related to reproduction and sex differentiation. We identified three affected genes of the P450 cytochrome family. The *cyp11a1*, coding for a key enzyme implicated in steroid biosynthesis, was the highest upregulated reproduction-related gene in ovaries of treated zebrafish, although normally higher expression levels are found in testes [43]. This gene is mostly expressed in the brain, head, kidney and testis of adult fish, but it has also been involved in ovarian formation [48, 60]. In humans, the expression levels of *cyp11a1* also increased in placental cells treated with 5-aza-dC [61]. The *cyp261b* gene, which was also upregulated, is involved in the sexually dimorphic entry into meiosis in mammals (downregulation in ovaries and upregulation in testis) [62, 63]. In zebrafish this role seems to be carried on by *cyp261a* [45], although higher levels of *cyp261b* were found in testis of adult heat-treated males when compared to control female ovaries [43]. The *cyp17a1* gene was upregulated in 5-aza-dC-treated lymphocytes of infertile men [64], but it was downregulated in our study. 

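The probes of cyp17a1 on chromosome 13 of Zv9 (28824873 to 28825793) gave log2 fold changes of −0.81 and −0.40. Their mean was 12.90 ± 0.12 (SD, n = 3) in control and 12.30 ± 0.17 (SD, n = 4) in treated ovaries, a log2 fold change of −0.60 (SE 0.14, limma adjusted P = 0.510). Every treated ovary was lower than every control (two-sided exact permutation test, p = 0.0571).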

We also identified an upregulation of two oestrogen receptors (*esr2a* and *esr2b*), similar to was observed in breast cancer cultured cells treated with 5-aza-dC [65]. In addition, we identified a downregulation of ovarian tumour suppressor candidate 2 (*ovca2*) gene similar to that occurred in 5-aza-dC-treated lung cancer cell lines [66].

Zebrafish is a gonochoristic species in which all individuals initially differentiate female-like gonads. Then, the gonads of about half of the fish enter apoptosis and are transformed into testis [67]. Zebrafish treated with 5-aza-dC showed an increase of the number of females; thus, the transformation into testis might have been interrupted due to the treatment. Treatment also resulted in an inhibition, persisting in adults, of four signalling pathways associated with female development, while one out of four pro-male pathways was clearly upregulated.

This is in agreement with the observation that some male-related genes and male-related pathways were found upregulated in ovaries of exposed fish, indicating that permanent but hidden effects of the treatment during sex differentiation lasted until adulthood. 

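Taken over the 4 pro-female pathways, 38 of 51 distinct genes were lower in treated ovaries (74.5%, 95% exact binomial interval 60.4 to 85.7%), and 21 of the 51 had an unadjusted limma P below 0.05, 17 lower and 4 higher. Over the 4 pro-male pathways 18 of 43 were lower (41.9%, 27.0 to 57.9%), and 18 of the 43 had an unadjusted limma P below 0.05, 7 lower and 11 higher. Among all genes 58.5% were lower, which lies below the first interval and above the second. Among genes at this P 67.4% were lower, which lies within the first interval and outside the second. The paper chose the genes of these pathways on the same arrays, so the shares are not independent of that selection, and the intervals treat genes as independent, which genes of 1 pathway are not. With 1 array left out, the shares lay between 74.5 and 76.5% and between 41.9 and 48.8%. The paper states that the pro-female pathways were inhibited and that some male-related genes and pathways were upregulated in exposed females, and from this it concludes that the treatment during sex differentiation had hidden effects that remained in the adult ovary.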

When exposing zebrafish to elevated temperature some females remain as such and others become masculinized. However, recently we discovered that some of the heat-resistant zebrafish females have a male transcriptome [43]. Thus, regardless of exposure, either to heat or to a demethylation agent, some zebrafish females exhibit resistant ovaries in terms of form, although they present a transcriptome similar to that of male gonads.

Epigenetic regulatory mechanisms are implicated in sex determination/differentiation in a wide variety of organisms, including plants and animals (reviewed in [35]). Thus, we also examined genes such demethylases, chromatin-related and histone-related genes. The expression of most of these genes was inhibited long after the end of treatment. This resembles the situation after cancer therapy, where demethylation agents are administered during 3–6 months [68, 69], but side effects such as hematologic and renal toxicities can persist 9–13 months later [70]. The effects of 5-aza-dC are thought to be limited to euchromatin, suggesting some sort of genome selectivity [71]. However, how this favours the development and maintenance of the female phenotype is not known.

The observed upregulation of some genes related to the epigenetic machinery (e.g. *dicer1*, *ehmt2*, *hdac11*, *mettl22*) is consistent with observations in European sea bass juveniles after early exposure to heat [52]. 

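On the arrays of adult ovaries, dicer1 had a log2 fold change of −0.48 (SE 0.25, limma adjusted P = 0.650), carried by 1 of its 4 probes. For ehmt2 (chromosome 19 of Zv9) it was −0.18 (SE 0.13, limma adjusted P = 0.734), with 8.44 ± 0.18 (SD, n = 3) in control and 8.26 ± 0.12 (SD, n = 4) in treated ovaries and −0.34, −0.13 and −0.07 for its 3 probes. For hdac11 (chromosome 11) it was −0.24 (SE 0.17, limma adjusted P = 0.715), with 12.51 ± 0.18 (SD, n = 3) in control and 12.27 ± 0.23 (SD, n = 4) in treated ovaries. The groups overlapped for both ehmt2 and hdac11 (two-sided exact permutation tests, p = 0.286). A probe named mettl22 was not analysed here.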

We also found a repression of 12 out of 13 methyltransferases (e.g. *mepce*, *kmt2ab*, *ehmt1a*, *prmt1* and *dnmt1*). These enzymes catalyse the transfer of methyl groups on histones [72]. 

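For mepce (chromosome 5 of Zv9) the mean of 4 probes was 11.70 ± 0.06 (SD, n = 3) in control and 11.30 ± 0.11 (SD, n = 4) in treated ovaries, a log2 fold change of −0.40 (SE 0.11, limma adjusted P = 0.510), with between −0.67 and −0.11 for single probes. For prmt1 (chromosome 3) it was −0.27 (SE 0.10, limma adjusted P = 0.601), with −0.43 and −0.12 for its 2 probes. The groups did not overlap for mepce and prmt1 (two-sided exact permutation tests, p = 0.0571). For ehmt1a (chromosome 5) the log2 fold change was −0.24 (SE 0.15, limma adjusted P = 0.707), with between −0.54 and 0.00 for single probes and overlap between the groups (exact permutation test, p = 0.171). A probe named kmt2ab was not analysed here.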

Some methyltransferases have been identified in the gonads of fish, for example *prmt5*, which is implicated in oogenesis and spermatogenesis [73], and *ehmt2*, the transgenerational regulation of which was recently reported in the testis [74, 75]. Due to its important role in DNA methylation of the genome, dnmts are the most well-studied methyltransferases, not only in mammals, but also in fish. 5-Aza-dC treatment results in a hypomethylation of the genome because the complex DNA-5-aza-dC depletes the activity of the dnmts by the proteasome pathway and activates gene expression [18, 76, 77]. We found inhibition of *dnmt3b* in adult testes of fish treated for 48 h with 75 µM of 5-aza-dC, but gene expression of the two major *dnmts* in ovaries was not affected. However, when treatment included the gonadal development (10–30 dpf) period, a significant inhibition of *dnmt1* expression in the ovaries at 90 dpf was observed (Additional file 8: Table S5) despite that just at the end of the treatment it expression was increased (Fig. 4g). These results are in agreement with observations made in Japanese ricefield eel embryos, where *dnmt1* and *dnmt3b* expression was enhanced after 5-aza-CR treatment during 2 dpf [28]. 

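The array has 7 probes for dnmt1 on chromosome 3 of Zv9. The probes from 55450363 to 55450422 and from 55454628 to 55454777 gave log2 fold changes of −0.53 (limma adjusted P = 0.502) and −0.68 (limma adjusted P = 0.429), with every treated ovary below every control (two-sided exact permutation tests, p = 0.0571). The other 5 probes gave between 0.01 and 0.07. The mean of the 7 probes was 15.28 ± 0.11 (SD, n = 3) in control and 15.14 ± 0.12 (SD, n = 4) in treated ovaries, a log2 fold change of −0.14 (SE 0.12, limma adjusted P = 0.751), and the groups overlapped (exact permutation test, p = 0.114).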

*Dnmt3aa* and *dnmt3bb.1* were also upregulated in hatched embryos of *Solea senegalensis* after 24 h of 5-aza-CR treatment, while *dnmt1* was downregulated [78]; in zebrafish larvae treated with 5-aza-dC during 0–6 dpf, where *dnmt3bb.2* was upregulated, whereas *dnmt1* was not [33]. Thus, the responsiveness to 5-aza-dC treatment can be variable as this drug has multiple in vivo targets [79].

*Dicer1* is a key enzyme required for miRNA formation, and so this gene is involved in transcriptional repression functions [80]. Dicer1 is crucial for oocyte maturation in invertebrates [81], and its depletion renders sterile females in insects [82]. In zebrafish, *dicer1* has no role in oocyte maturation as primordial germ cells proliferate and remain pluripotent to form the adult germ line in the *dicer1* mutant [83]. However, *dicer1* is essential for zebrafish development [84]. 

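Of the 4 probes of dicer1 on chromosome 17 of Zv9, that from 19290452 to 19290511 had log2 values of 8.68, 9.86 and 6.68 in the control ovaries and 6.53 ± 0.21 (SD, n = 4) in treated ovaries, a log2 fold change of −1.88 (SE 0.70, limma adjusted P = 0.526). The other 3 probes gave 0.11 (19253076 to 19253135), −0.06 and −0.09. The mean of the 4 probes was 9.72 ± 0.51 (SD, n = 3) in control and 9.24 ± 0.15 (SD, n = 4) in treated ovaries, and the groups overlapped (two-sided exact permutation test, p = 0.171).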

In this study, we found *dicer1* downregulated in the ovaries after 5-aza-dC treatment during sex differentiation process together with other epigenetic-related genes. 

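For epc1 (chromosome 12 of Zv9, 43373735 to 43373794) the log2 fold change was −0.37 (SE 0.14, limma adjusted P = 0.601), with 7.75 ± 0.18 (SD, n = 3) in control and 7.39 ± 0.14 (SD, n = 4) in treated ovaries. For cbx5 (chromosome 23) it was −0.19 (SE 0.12, limma adjusted P = 0.707), with 12.65 ± 0.14 (SD, n = 3) in control and 12.46 ± 0.10 (SD, n = 4) in treated ovaries. The groups overlapped for epc1 and cbx5 (two-sided exact permutation tests, p = 0.114).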

We also found downregulation of genes of the polycomb group, which are also repressors of the gene transcription machinery, in particular, the polycomb homologue 1 (*epc1*) and two chromobox genes (*cbx4* and *cbx5*). In mammals, the role of the *cbx2* in sex determination and differentiation has been shown [85, 86], whereas in Nile tilapia it was demonstrated that the expression of *cbx1b*, *cbx3a* and *cbx5* was sexually dimorphic in the gonads [87].

## Conclusions

We studied the effects of DNA methylation on vertebrate sexual development in a well-established model, the zebrafish. We report that the demethylating agent 5-aza-dC results in a sex ratio bias towards females in this species. The scarce data in other species point also to this direction, but whether this is a truly generalized effect is at present unknown. Thus, our results show the importance of DNA methylation for proper control of sexual development and open new avenues for the potential control of sex ratios in fish (aquaculture, population control). We also show that gene expression patterns of reproduction and epigenetic-related genes are affected by 5-aza-dC treatment in gonads, suggesting underlying DNA methylation changes that should be further studied. The long-term effects of treatment with 5-aza-dC at the time when the gonads are still not differentiated on the resulting adult gonadal transcriptome should be considered and explored in other situations. This could include, for example, prepuberal children treated with DNA-demethylating drugs as part of cancer therapy, given the fact that hypogonadism resulting from these treatments has already been reported.

## Methods

### Animal rearing conditions

Domesticated zebrafish (AB strain) were housed in 2.8-l plastic tanks (mod. ZT280) placed in a close-circuit system (Aquaneering, San Diego, CA, USA) inside a thermoregulated walk-in chamber at the aquarium facility of our institute. Inside the chamber the conditions were as follows: 12-h light/12-h dark constant photoperiod, air temperature of 26 ± 1 °C and humidity of 50 ± 3%. The water quality parameters were monitored daily (temperature: 28 ± 0.2 °C; pH: 7.2 ± 0.5; conductivity: 750–900 µS; dissolved oxygen: 6.5–7.0 mg l^−1^). Ammonium, nitrite, nitrate, silicate and phosphates were checked 2–3 times monthly by the water analysis service of our institute to ensure they remained in the appropriate ranges [41]. Fish were fed ad libitum three times a day with a commercial food (AquaSchwarz, Göttingen, Germany) according to their developmental stages and supplemented with live *Artemia* nauplii (AF48, INVE Aquaculture, Dendermonde, Belgium). Fertilization always followed natural spawning involving single-pair crossings. Batch size and fertilization rates were determined for each clutch to ensure values within accepted range for this species [41]. Likewise, it was ensured that post-hatch survival in the untreated groups was in accordance with the OECD’s guidelines for the Fish Sexual Development Test [88]. In order to avoid unwanted masculinization due to elevated rearing density, the number of fish per tank was kept in the range 25–35, based on our previous study of effects of density on zebrafish sex ratios [89].

### Ethics statement

Fish were kept in agreement with the European regulations of animal welfare (ETS N8 123, 01/01/91). Our fish facilities are approved for animal experimentation by the Ministry of Agriculture and Fisheries (certificate number 08039–46–A) in accordance with the Spanish law (R.D. 223 of March 1988). The experimental protocol was approved by the Spanish National Research Council (CSIC) Ethics Committee within the project AGL2013–41047–R.

### 5-Aza-dC treatments

#### Early development experiments

Fertilized eggs were reared at 26 ± 1 °C in 6-well Petri dishes (Thermo Fisher Scientific, Waltham, MA, USA) at 30 eggs/well filled with embryo medium (EM, pH 7.2 ± 0.5) supplemented with 0.1% methylene blue (Sigma-Aldrich, Madrid, Spain). Starting within the first 2 h post-fertilization (hpf), when zebrafish is sensitive to 5-aza-dC treatments [27], embryos were treated with 5-aza-dC (A3656, Sigma-Aldrich, Saint Louis, USA) added to the EM at a final concentration of 0 (control), 5, 15, 25 or 75 µM (Additional file 9: Fig. S4).

For the 5-, 15- and 25-µM concentrations, treatment lasted until 6 dpf. At 2 and 4 dpf, 50% of the EM volume was replaced with EM containing fresh 5-aza-dC at the appropriate concentration. At 6 dpf, fish were counted and thoroughly rinsed in EM and then housed in the 2.8-l tanks described above. At 30 dpf fish were counted again and a random sample (*n* = 7) of fish were killed and a cross section of the body trunk was cut and flash-frozen in liquid nitrogen until analysis. The remaining fish were left alive until 90 dpf. The experiment was replicated twice using eggs originating from the same breeding pair and involved a total of ~ 600 fertilized eggs.

For the 75-µM concentration, treatment lasted only from 0 to 2 dpf, since preliminary trials showed that at this concentration survival was unacceptably low with longer durations. At 1 dpf, 50% of the EM volume was replaced with EM containing fresh 5-aza-dC. At 2 dpf embryos were thoroughly rinsed in EM and reared in untreated EM. At 4 dpf, 5 pools of 20 larvae each from two technical replicates were collected from the 0- and 75-µM group. Larvae were flash-frozen in liquid nitrogen and kept at − 80 °C for further analysis. At 6 dpf, the remaining larvae were housed in the 2.8-l tanks described above. The experiment was repeated seven times using seven different breeding pairs, involving a total of ~ 1260 fertilized eggs.

The effects of all tested concentrations on survival, hatching rate and teratology were monitored daily until 8 dpf. At 90 dpf, fish were euthanized on iced water followed by severing the spinal cord. Survival, growth and sex ratios were recorded. To assess sex in adults, we used visual inspection of the gonad under a dissecting microscope as previously described [53]. Fish sex was determined individually after dissection, and the sex ratio was calculated for each biological replicate. Gonads were carefully dissected and flash-frozen in liquid nitrogen and stored at − 80 °C until further analysis (Additional file 9: Fig. S4).

#### Gonadal development experiments

This experiment targeted the period of gonadal sexual development in zebrafish [38, 40]. The effects of 5-aza-dC at 25 µM were studied in three different periods: 10–20, 20–30 and 10–30 dpf. In the latter period, the concentration of 75 µM was also tested (Additional file 9: Fig. S4). For each period, 2–4 technical replicates were used and the whole experiment was repeated twice. For these experiments, larvae obtained from pooled eggs of five different broodstock pairs were used. To carry out this experiment, 10-dpf larvae were randomly assigned to 2.8-l tanks. Treatments were carried out with static bath at different nominal 5-aza-dC concentrations (0, 25 or 75 µM). The tanks were placed inside a large thermoregulated tub to ensure constant temperature. Three times week during the treatment period, 50% of the water in each tank was replaced with water containing fresh 5-aza-dC at the appropriate concentration. Once all treatments with 5-aza-dC were finished at 30 dpf, the water of all tanks was replaced and fish were still maintained in the tanks inside the tub for an additional 2 weeks to ensure complete clearance of the drug before being returned to the commercial rack.

Survival was recorded periodically every 5–10 days during the course of this experiment. At 30 dpf 12 juvenile fish (whole body) per group were flash-frozen individually and kept at − 80 °C for further gene expression analysis. At 90 dpf all remaining fish were killed and sampled as described above.

### Gene expression analysis

Tissues were homogenized with 0.5 ml of TRIzol (Sigma), and total RNA was extracted with chloroform, precipitated with isopropanol and washed with 75% ethanol. Pellets were suspended in 25 µl DEPC–water and stored at − 80 °C. Total RNA concentration was determined by spectrometry (ND-1000 spectrophotometer, NanoDrop Technologies), and quality was checked on a 1% agarose/formaldehyde gel. RNA (200 ng) was treated with DNAse I, Amplification Grade (Thermo Fisher Scientific Inc., Wilmington, DE, USA H) and retrotranscribed to cDNA using SuperScript III RNase Transcriptase (Invitrogen, Spain) and Random hexamer (Invitrogen, Spain) following the manufacturer’s instructions. Quantitative PCR (qPCR) was carried out with the SYBR Green chemistry (Power SYBR Green PCR Master Mix; Applied Biosystems). All qPCRs were run in triplicate in optically clear 384-well plates. Cycling parameters were: 50 °C for 2 min, 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Finally, a temperature-determining dissociation step was performed at 95 °C for 15 s, 60 °C for 15 s and 95 °C for 15 s at the end of the amplification phase. qPCR data were collected by SDS 2.3 and RQ Manager 1.2 software, and relative quantity (RQ) values were calculated by the 2∆∆Ct method [90, 91]. Specificity for each primer pair was also confirmed by dissociation step, primers efficiency curves and PCR product sequencing. Primer sequences used for gene expression study are shown in Additional file 10: Table S6.

### Microarray hybridization and analysis

For microarray analysis, RNA samples (*n* = 4 for control and *n* = 4 for 5-aza-dC groups) from ovaries at 90 dpf of fish subjected to 75 µM of 5-aza-dC during 10–30 dpf were used. RNA integrity was measured by a Bioanalyzer 2100 (RNA 6000 Nano LabChip kit Agilent, Spain). Samples with a RNA integrity number (RIN) > 8.5 were used for microarray hybridizations. Briefly, 50 ng of total RNA was labelled using the Low Input Quick Amp Labeling Kit, One-Color (Cy3; Agilent Technologies). Samples were hybridized individually in a 4 × 44 K Agilent platform (G2519F) at the Barcelona Biomedical Research Park (PRBB). cRNA was prepared for overnight hybridization with the corresponding buffers during 17 h at 65 °C and washed on the following day. Hybridized slides were scanned using an Agilent G2565B microarray scanner (Agilent Technologies, USA). Agilent software was used to avoid saturation, and feature extraction generated the raw data for further preprocessing. Statistical analyses were carried out with the statistical language R (2.13.1 version). Array normalization was implemented using the Quantile method in the Limma package in R (http://www.R-project.org/). *P* value < 0.01 threshold was applied to identify genes that showed statistically significant differences in gene expression from comparisons of interest. Microarray analysis software Multiple Experiment Viewer (MeV) version 4.8.1 was used to analyse microarray data and visualized samples by PCA. For the heatmaps statistical language R (3.3.2 version) was used with the gplot package. The log2 transformation of the fluorescence values was used for the statistical analysis. DAVID Bioinformatic Resources 6.8 and REVIGO software [92, 93] was used to analyse and study the enriched gene ontology (GO) terms in the DEG between groups. For GO terms analysis, a Fisher exact test (*P* < 0.05) false discovery rate (FDR) corrected for multiple testing was performed using all genes in our microarray as background and the DEG of each comparison as query. Microarray data were submitted to NCBI’s Gene Expression Omnibus (GEO) [94] and are accessible through GEO Series accession number GSE93367 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93367).

Microarray was validated by quantifying the gene expression of 16 genes by qPCR (Additional file 2: Fig. S2D). The genes and the primers used are listed in Additional file 10: Table S6. The RNAs of the same individuals used for microarrays were retrotranscribed, and qPCR was performed as previously described. Genes were selected based on their importance to reproduction (Additional file 5: Table S2) and epigenetics (Additional file 8: Table S5) in fish sex determination and differentiation [35, 43, 45–47, 52].

### Statistical analysis

Data normality and the homoscedasticity of variances were checked with the Kolmogorov–Smirnov’s and Levene’s tests, respectively. One-way analysis of variance (ANOVA) was used to detect possible differences among groups in survival, BW and SL. Post hoc multiple comparisons were made with the Tukey’s test. The Student’s *t* test was used to detect differences in gene expression analysis by using 2∆Ct values [91]. For sex ratio analysis, Chi-squared test with Yate’s correction was used [95]. All data analyses were performed with Stat Graphics software (version 17). Data were expressed as mean ± s.e.m. In all tests, differences were accepted as significant when *P* < 0.05.

## Additional files

**Additional file 1: Fig. S1.** Effects of zebrafish treatment with 5-aza-dC at 75 µM during the period of gonadal development (10–30 dpf). (A) External differences between control and 5-aza-dC-treated adult zebrafish females at 90 dpf. Scale in cm. (B) Body weight and (C) standard length of adults at 90 dpf. Data shown as mean ± s.e.m. (*n* = 8 and 6 males, and 11 and 4 females in control and 5-aza-dC groups, respectively). Within each sex, significant differences (*P* < 0.05 for males and *P* < 0.01 for females) in growth were determined by the Student’s *t* test and are indicated by different letters.

**Additional file 2: Fig. S2.** Microarray analysis. (A) qPCR validation of microarray results using 16 genes. (Only 15 datapoints can be seen due to overlap.) See Additional file 6: Table S3 for further primer information.

**Additional file 3: Table S1.** List of enriched GO terms (level 3) found in the ovaries of fish treated with 75 µM of 5-aza-dC between 10 and 30 dpf.

**Additional file 4: Fig. S3.** Third level of gene ontology terms of differentially expressed genes found by microarray analysis of ovaries of fish subjected to 75 µm of 5-aza-dC between 10 and 30 dpf during gonadal development. (A, B, C) show the upregulated GO terms, (D, E, F) show the downregulated GO terms, (A, D) biological process, (B, E) cellular component and (C, F) molecular function.

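Table S2 gives for each reproduction-related gene a fold change between treated and control ovaries and a P value. The fold change of 23 of 23 genes equals that of a single probe in the values the authors processed, within 0.01, and 17 of these genes have several probes. The paper's P is below 0.01 for 9 of the 23 genes.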

**Additional file 5: Table S2.** List of reproduction-related genes differentially expressed (*P* < 0.01) obtained by microarray analysis in ovaries of zebrafish treated with 75 µM of 5-aza-dC between 10 and 30 dpf.

**Additional file 6: Table S3.** List of enriched Kegg pathways found in the ovaries of fish treated with 75 µM of 5-aza-dC between 10 and 30 dpf.

**Additional file 7: Table S4.** List of genes found differentially expressed in eight pathways associated with female or male development, in the ovaries of fish treated with 75 µM of 5-aza-dC between 10 and 30 dpf.

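Table S4 lists the genes by pathway with their fold changes. It holds 131 entries for 90 distinct genes, of which 14 stand in more than 1 pathway, and the paper's fold changes run from −2.18 to 4.58. The paper's P is below 0.01 for 33 entries. At gene level, 85 of the 90 genes had the sign the table gives.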

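Table S5 groups the epigenetic-related genes by mechanism and gives a fold change and a P value for each. The fold change of 39 of 40 genes equals that of a single probe in the values the authors processed, within 0.01, including 31 of the 32 genes with several probes. The paper's P is below 0.01 for 20 of the 40 genes, and 37 had the same sign at gene level.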

**Additional file 8: Table S5.** List of epigenetic-related genes differentially expressed (*P* < 0.01) obtained by microarray analysis in ovaries of zebrafish treated with 75 µM of 5-aza-dC between 10 and 30 dpf.

**Additional file 9: Fig. S4.** Experimental design to study the effects of 5-aza-dC treatment on zebrafish development and survival, growth, sex ratio and gene expression. (A) Experiments performed during the early stages of development, with treatments either from 0 to 2 or 0–6 days post-fertilization. (B) Experiments performed during the gonadal development period. In the different experiments, 2–7 biological replicates per treatment were used, with 2–3 technical replicates each.

**Additional file 10: Table S6.** Gene symbols, names, Refseq IDs and primer sequences for all genes used in qPCR (in alphabetical order) in this study.

## Abbreviations

5-aza-dC: 5-aza-2′-deoxycytidine
dnmt: DNA methyltransferase
dpf: days post-fertilization
FC: fold change
GO: gene ontology
PCA: principal component analysis

How the deposited data were processed for this re-analysis (not part of the article)

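The deposited scanner files of 7 zebrafish ovary arrays (3 control and 4 treated with 5-aza-dC) were analysed. These files hold the intensity that the authors' image software (Feature Extraction 10.7.3.1) measured for each spot, with the background subtracted, spatial trends removed and dim spots replaced by a surrogate value. The series matrix that the authors deposited holds normalized log2 values, which differ by at most 1e-04 from a normexp background correction with an offset of 50 followed by quantile normalization. The fold changes in the authors' supplementary tables are ratios of treated to control ovaries, written as −1 over the ratio where it is below 1 (apart from tpm4a in Table S4, listed at −0.35, which this form cannot give), and the P values the authors give are unadjusted p-values. The probe positions deposited with the arrays are on the Zv9 genome.

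Values were read with data.table 1.17.8 and jsonlite 2.0.0 in R 4.3.3. Control spots were left out, and 62 spots with an outlier flag were set to missing. The log2 of the processed signal was quantile normalized with limma 3.58.1, the spots of a probe were averaged, and treated and control ovaries were compared with lmFit and eBayes. Probes were counted at an unadjusted P below 0.01 with a change of at least 1.2, 1.5 or 2-fold, and P values were also adjusted by Benjamini and Hochberg's method. The value of a gene is the mean of the log2 values of the probes with its name. Differences of a single gene were tested by a two-sided exact permutation test over all divisions of the arrays into 3 and 4. Its P is 2 times the smaller one-sided P. Where a probe was not well above background on any array of a group, its fold is left out or this is said beside its value, which then measures no fold. The annotation available is of a later genome assembly than the array's positions and was used for names only: it lists 25978 of the 43603 probes, 21160 of them under the gene name of the array. Exact tests and fits were checked on simulated arrays and on small cases with known answers.

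The genes named are those that the paper names in its text, its tables of reproduction-related, epigenetic-related and qPCR genes, and, in each direction, the 5 probes with the largest change among those with an adjusted P below 0.05 whose treated arrays all lay on 1 side of the controls. Where fewer than 5 probes met this, which was so in both directions, those with the smallest P on 1 side of the controls were taken. Probes named only by an accession or transcript code were left out. This rule, the comparisons and the alternatives were set before the data were examined, except for 2 alternatives that are named where they are used. The alternatives were other scalings between arrays (75th percentile shift, median shift, cyclic loess), the normexp background correction, a filter on probes well above background on at least 3 arrays, each array left out in turn, the slide or the replicate number as a block, limma without moderation, with array weights or with trend and robust settings, counting by gene, the probe with the highest signal for a gene, the series matrix, and other P thresholds. The median shift moves the median log2 fold change of all probes from −0.05 to −0.14.

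Tests of gene lists covered 12 lists of marker genes (red blood cell, leukocyte, skin epithelium, skeletal muscle, testis, steroidogenic, follicle somatic, oocyte, liver, kidney tubule, fat and connective tissue) and 17 gene families, with fry and camera of limma. A list of TET genes had 0 genes on the array and was not tested. Not analysed here were the experiments of the paper other than the arrays, the enrichment of GO terms and KEGG pathways, and the genes mettl22 and kmt2ab, for which no probe carries the name.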

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

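The tests of explanations in this part were chosen after the results were seen. For 4 samples, a result was taken up where the gap between an extreme array and its nearest neighbour, divided by the range of the group, was above Dixon's 95% critical value. Chance gives this in about 1 in 20 groups, and 7 of the 127 results tested passed it (3 for treated replicate 2, 2 each for treated replicates 3 and 4, and 0 for treated replicate 1), so that the number of such results is near what chance gives.

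Treated replicate 2 lay far from the other treated ovaries on component 1 (gap over range 0.962). The mean log2 value of 16 liver marker genes, which the paper does not discuss, was 14.28 on this array, 5.26 above the highest control (9.02) and 6.74 above the highest of the other 3 treated arrays (7.54). For 16 of the 16 genes this array had the highest value, among them fabp10a (17.73 against at most 12.39 elsewhere) and vtg1 (17.37 against at most 11.65). On it, 458 probes were at least 3 log2 units above all other arrays, against between 16 and 90 on the other arrays, and 92.0% of those with another probe of the gene were followed by it. Across the 7 arrays, the liver mean and component 1 had Pearson's r of 0.945 (exact permutation test, p = 0.00516) and Spearman's rho of 0.714 (exact permutation test, p = 0.0881), and r was 0.808 without the 2 arrays farthest from the median. The other marker lists exceeded the other arrays by at most 0.49 there. A dim array is argued against by 80.4% of its probes being well above background, within the range of the other arrays (76.4 to 83.5%). The treatment as the cause is argued against by the other 3 treated ovaries, at 6.29, 5.53 and 7.54, below control replicates 1 (8.98) and 3. The values are consistent with RNA of liver cells in this sample. Of the 16 genes, 15 are above background on all arrays, so that the ovary samples also hold their RNA at a lower level. Other biological differences between the fish were not tested. The array is the highest for 62 of the 195 probes higher by at least 2-fold, where 1 in 4 would be the highest treated array by chance. Without it, 186 probes were higher by at least 2-fold and 167 lower, against 195 and 122 over all arrays. The liver list changes without it from 0.53 to −1.42.

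The mean of 19 skeletal muscle genes was 7.33 on treated replicate 3 and between 5.86 and 6.01 on the other treated arrays (gap over range 0.895). The highest value of this list was in control replicate 2, at 9.94, with 5.93 and 5.91 in the other controls. There, 16 of the 19 genes had their highest value, among them pvalb2 (14.72 against at most 10.95 elsewhere), which is consistent with RNA of skeletal muscle in this control sample. The difference in treated replicate 3 was not tested further, and no biological explanation was tested. Without control replicate 2 the log2 fold change of the list moves from −0.97 to 0.37, and 581 probes instead of 997 change at least 1.2-fold. Control replicate 2 is the highest array for 263 of the 668 probes lower by at least 1.2-fold and for 43 of the 122 lower by at least 2-fold, where 1 in 3 would be the highest control by chance.

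The other such results concern single genes. The gap over the range was 0.844 for mc2r, with treated replicate 4 at 8.14 and the others at 7.54, 7.43 and 7.44. It was 0.898 for chmp2bb, with treated replicate 2 at 11.68, and 0.894 for dact2, with treated replicate 2 at 4.43 and the others at 5.31, 5.22 and 5.22. It was 0.880 for eef1a1l1, with treated replicate 4 at 15.72 and the others between 16.16 and 16.22, and 0.922 for mtnr1ba, with treated replicate 3 at 8.38. No technical or biological explanation was tested for these 5 genes.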

How the results depend on the processing

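Of the alternatives in this part, the series matrix with outlier spots kept, and linear values of it, were chosen after seeing the data. Over 22 results, 441 values were computed under alternatives, of which 356 kept their direction and their side of the threshold or stayed within the spread, and 85 moved. Of the values over all arrays 222 kept and 65 moved, and of those with 1 array left out 134 kept and 20 moved. All 20 results fitted with the slide as a block and all 22 with the median shift were kept. The blocks, variance settings and gene-level counting do not apply to the principal components. The cause was not tested for any of the changes below, apart from those that follow from the alternative's own construction (counting genes instead of probes, another P threshold, fewer arrays).

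Counted by gene, 511 genes changed at least 1.2-fold (187 higher, 324 lower), with 174 and 212 at 1.5-fold and 104 and 63 at 2-fold. At P below 0.05 the number of probes was 3892 (1278 higher, 2614 lower), with 1024 and 1050 at 1.5-fold and 561 and 321 at 2-fold. With the 75th percentile shift, 504 probes were higher and 271 lower at 1.2-fold, 483 and 180 at 1.5-fold, and 323 and 65 at 2-fold. With cyclic loess, 342 were lower at 1.2-fold, 200 at 1.5-fold and 72 at 2-fold. The share lower at 1.2-fold was 67.0% with quantile normalization, 35.0% with the 75th percentile shift, 44.1% with loess, 64.5% with the median shift and 70.1% with normexp. With the normexp background, 188 were higher and 172 lower at 1.5-fold, 73 and 30 at 2-fold, and 1 probe passed Benjamini-Hochberg adjustment. With the series matrix the numbers were 186, 172, 74 and 30, and 1 probe passed (also with outlier spots kept: 186, 172, 74, 30 and 1). With only probes above background, 77 were lower at 2-fold. With the replicate block, 503 were higher and 198 lower at 1.2-fold, 503 and 198 at 1.5-fold, and 422 higher at 2-fold. Without moderation, 212 were higher at 1.2-fold, 169 higher and 249 lower at 1.5-fold, and 103 and 65 at 2-fold. With array weights 306 were higher at 2-fold. With trend and robust settings 1 probe passed Benjamini-Hochberg adjustment.

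With 1 array left out, the total at 1.2-fold was 581 (without control replicate 2) to 1105 (without treated replicate 4), with 245 to 502 higher and 321 to 603 lower. At 1.5-fold, 232 to 487 were higher and 278 to 482 lower, and at 2-fold 159 to 363 higher and 113 to 182 lower. The number after Benjamini-Hochberg adjustment was 0 to 6 (without treated replicate 4). Component 1 held 28.2 to 38.2% and component 2 19.9 to 25.7% of the variance. The share on component 1 was 25.8% with probes scaled, 37.7% for the 5000 probes with the largest variance, and 39.0% with normexp or the series matrix. With linear values it was 63.9%, and 11.4% on component 2. With linear values of the matrix with outlier spots kept, the shares were 63.9% and 11.5%.

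The count of Table S2 genes was 5 at P below 0.01, 7 with the replicate block, and 10 to 14 with 1 array left out. The number of Table S5 genes lower was 15 when only genes at P below 0.05 were counted, and 31 to 33 with 1 array left out. Counting only genes at P below 0.05, the share lower was 100% in the Fanconi anaemia and progesterone pathways and 0% in the cytokine pathway. With 1 array left out, the shares stayed at 85.7% in the Fanconi anaemia and 70% in the p53 pathway. They were 63.2 to 68.4% in Wnt signalling, 73.7 to 78.9% in oocyte meiosis, 83.3 to 88.9% in the progesterone, 50 to 60% in the PPAR, 40 to 50% in the cardiac muscle and 15.4 to 23.1% in the cytokine pathway. They were 74.5 to 76.5% over the pro-female and 41.9 to 48.8% over the pro-male pathways.

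Of the 92 named genes, 50 had an unadjusted P below 0.05. Of these, 47 kept their sign under every alternative over all arrays and 50 with each array left out, and 21 and 29 kept a P below 0.05. Of 1103 values over all arrays, 939 were the same, 67 weaker, 60 stronger, 29 moved and 8 reversed. Those that reversed were setd7 (−0.20 with normexp and with the series matrix, −0.29 with only probes above background and with the probe of highest signal), and, with the probe of highest signal, pcmt (−0.22), mrpl14 (0.31), pddc1 (−0.35) and zgc:64043 (−0.99). Of 644 values with 1 array left out, 535 were the same, 78 weaker, 20 stronger, 11 moved and 0 reversed. Here a value counts as reversed where the sign changed with an unadjusted P below 0.05 in at least 1 of the settings compared, and as moved where it changed with neither below 0.05, such as dicer1 (0.11) and smarca5 (0.12) with the probe of highest signal. The replicate numbers do not pair the arrays: correlations of same-number pairs were −0.238 to −0.0759 and of other pairs −0.219 to 0.215. Signal over background limits the counts at 2-fold, since 163 of these 317 probes are well above background on all arrays.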

Differences from the paper's values

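Beside the settings set before the data were examined, the series matrix with outlier spots kept and its linear values are alternatives chosen after seeing the data. A count or a share is taken as not different where the larger is at most 1.5 times the smaller, and a fold change where the signs are the same and the log2 values differ by no more than the larger SD of the gene within a group. At 1.5-fold, 306 probes were higher and 390 lower here, where the paper's counts are about 190 higher (Fig. 5b, read by eye) and about 170 lower (Fig. 5b, read by eye). The higher count did not differ under 8 of 20 settings (gene level, normexp, without control replicate 2, without control replicate 3, without treated replicate 3, without moderation, trend and robust, series matrix), and the lower count under 7 of 20 (gene level, 75th percentile shift, loess, normexp, replicate block, without moderation, series matrix), while it differed under the rest. At 2-fold the counts here were 195 higher and 122 lower and the paper's counts are 74 and 30. The higher count did not differ at gene level, with normexp, without moderation and with the series matrix, and the lower count with normexp and with the series matrix. With the series matrix and outlier spots kept, an alternative chosen after seeing the values, the counts were 298 higher and 700 lower at 1.2-fold and 74 and 30 at 2-fold, as in the paper. These are counts of probes over 3 control and 4 treated arrays, which argues against a further control array in the paper's counts. Component 1 held 32.5% and component 2 19.0% of the variance here, and the paper's shares are 64.0% and 10.6%. Each differed under every setting but the linear values, 1 of 16 (63.9% and 11.4%). Linear values of the series matrix with outlier spots kept, chosen after seeing the values, gave 63.9% and 11.5%.

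For single genes the signed fold change here is of the mean of the probes, and the paper's table values, apart from that of pcmt, equal a single probe of the series matrix within 0.01. For cyp11a1 it was 5.07 here and the paper's value is 27.3, which lies within the SD of the controls (2.38 log2 units, inflated by the controls with a low signal) under loess, without control replicate 3, without treated replicate 1, without treated replicate 4 and with the replicate block (5 of 19 settings). None of the settings came within 1.5 times of the paper's value, and the nearest was a log2 fold change of 3.71 without control replicate 3. For tdrd1 it was 1.13 here and 1.31 in the paper (none but the probe of highest signal), and for LOC100333777 −2.14 here and −1.25 in the paper (no difference under the 75th percentile shift, loess, normexp, without treated replicate 4, replicate block and series matrix). For tdrd7 it was −1.12 here and −1.44 in the paper, with a difference under all settings. For cyp17a1 it was −1.52 here and −1.73 in the paper (no difference under the median shift, without control replicate 2, without control replicate 3, without treated replicate 2, without treated replicate 4 and with the replicate block). For chmp2bb it was 1.06 here and 1.55 in the paper (no difference without treated replicate 2 or with array weights). For acin1a it was −1.0 here and −1.23 in the paper (no difference with the median shift and without control replicate 1), and for acin1b −1.09 here and −1.33 in the paper, which differed under all settings. For smarca5 it was −1.20 here and −1.47 in the paper, for ehmt1b −1.11 here and −1.32 in the paper, and for prmt1 −1.21 here and −1.35 in the paper, each without a difference under the median shift alone. For smarcd2 it was −1.29 here and −1.53 in the paper (no difference without control replicate 2, treated replicate 1 or treated replicate 4, with the slide or replicate block and with the probe of highest signal).

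For dicer1 it was −1.39 here and −2.6 in the paper, for pcmt 1.30 here and −1.34 in the paper, and for dnmt1 −1.10 here and −1.63 in the paper, and these 3 differed under all settings. For jhdm1da it was 1.09 here and −1.21 in the paper (no difference under normexp, without treated replicate 3, with the probe of highest signal and with the series matrix). For h3f3d it was −1.10 here and −1.22 in the paper (no difference under the median shift and with the probe of highest signal), and for cenpa −1.09 here and −1.45 in the paper (no difference with the probe of highest signal). For setd7 it was 1.06 here and −1.24 in the paper (no difference under the median shift, normexp, only probes above background, the probe of highest signal and the series matrix).

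In directions, the paper states that dicer1, ehmt2 and hdac11 were upregulated in one place and that dicer1 was downregulated in another, and here their log2 fold changes were −0.48, −0.18 and −0.24. The paper states that 12 of 13 methyltransferases were lower, and here 10 of 13 were. For p53 signalling the paper's text gives similar numbers higher and lower and for cardiac muscle contraction a majority lower, and here 7 of 10 and 4 of 10 genes were lower. In the paper's own Table S4, 15 of 18 entries for p53 signalling (83.3%) and 5 of 10 for cardiac muscle contraction (50%) are lower. The legend of the paper's pathway figure numbers these 2 pathways in the reverse order of its text. With the 2 names exchanged, the text's statement has the directions of Table S4. The titles of Table S2 and Table S5 name a P below 0.01, and the paper's own P is at or above this for 14 of 23 and 20 of 40 genes. The paper states that the principal components grouped control and treated fish, and on log2 values here the groups overlapped on components 1 and 2 and separated on component 3. With linear values they overlapped on component 1 and separated on component 2 (exact permutation test, p = 0.0571).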

Other observations

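The tests in this part were chosen after the results were seen, except the 3 comparisons with other divisions of the arrays for the counts of probes. Of the 35 ways to divide the arrays into 3 and 4, 4 gave at least 997 probes at 1.2-fold, 4 at least 696 at 1.5-fold and 5 at least 317 at 2-fold, the real division included, so chance cannot be excluded for these counts. The larger ones were control replicates 2 and 3 with treated replicate 4 against the rest (1405, 1291 and 835 probes), treated replicates 1, 2 and 3 against the rest (1076, 903 and 510), control replicate 1 with treated replicates 2 and 3 (1021, 879 and 453), and, among the 3 thresholds at 2-fold alone, control replicate 1 with treated replicates 1 and 3 (365). The division by slide gave 460, 399 and 214 probes. With the slide as a block 961 probes changed at least 1.2-fold (380 higher, 581 lower), 676 of them shared with the count of 997, which argues against a difference between the slides as the whole cause.

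Over 29 gene lists, the chromobox family had the smallest adjusted P in fry (0.00471, mean log2 fold change −0.27, 10 of 11 genes lower, every treated ovary below every control with an exact permutation p = 0.0571). Without the genes that the study lists, 9 genes had −0.22 and an adjusted P in fry of 0.0110. Over the scalings and values tried, the adjusted P of the whole family in fry was between 0.00158 (loess) and 0.0890 (median shift). Camera of limma, with its estimated correlation, had 0 lists below 0.05 (smallest adjusted P 0.272), so the chromobox family passes under fry except with the median shift, and does not pass under camera. In 1 of 35 divisions, the real one, the smallest fry P over all lists was as small, which is the lowest number that the divisions can give. This argues against chance for this smallest P with quantile normalization. The divisions were not run for the other scalings or for camera. A change of these genes with the treatment stays a hypothesis, found and tested on the same data.

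The mean log2 fold changes of the marker lists, with the number of genes lower, were 0.26 for red blood cell (5 of 11), 0.80 for leukocyte (1 of 10), 0.80 for skin epithelium (3 of 17), −0.97 for skeletal muscle (16 of 19), 0.04 for testis (7 of 17), 0.02 for steroidogenic (6 of 10), 0.10 for follicle somatic (5 of 12), −0.10 for oocyte (15 of 17), 0.53 for liver (2 of 16), −0.03 for kidney tubule (7 of 11), 0.64 for fat (1 of 8) and 0.42 for connective tissue (1 of 11). The adjusted P in fry was between 0.278 and 0.813. The sign of the kidney list changes with every other scaling (0.16 with the 75th percentile shift, 0.10 with loess, 0.01 with the median shift). The mean of the steroidogenic list becomes −0.02 with the median shift, and its median is −0.13. For the families the means were −0.03 for DNA methyltransferases (5 of 7), −0.07 for lysine demethylases (10 of 15), 0.06 for histone deacetylases (4 of 9), −0.10 for SET domain and lysine methyltransferases (20 of 26), −0.05 for arginine methyltransferases (6 of 8), 0.05 for methyltransferase-like genes (12 of 16, median −0.05), −0.08 for smarc (10 of 13), −0.21 for mbd (4 of 5) and −0.04 for chd (4 of 7). The sign changes with the 75th percentile shift and with loess for DNA methyltransferases (0.02 and 0.03), lysine demethylases (0.01 and 0.00) and chd (0.02 and 0.02), with loess for arginine methyltransferases (0.00), and with the median shift for histone deacetylases (−0.03) and methyltransferase-like genes (−0.07). They were −0.22 for Fanconi genes (6 of 10), 0.06 for Wnt genes (22 of 37, median −0.15), 0.35 for cytokines (33 of 93), −0.08 for zona pellucida genes (13 of 13), 0.56 for mitochondrial genes (0 of 9), 0.06 for proteasome genes (25 of 46, median −0.01, and a mean of −0.09 with the median shift) and −0.04 for ribosomal proteins (48 of 87). Without the genes that the study lists, the sign changes for the Fanconi genes (0.02, 3 of 7 lower), the steroidogenic list (−0.10), the methyltransferase-like genes (−0.05) and the Wnt genes (−0.05). Apart from the chromobox family, the smallest adjusted P in fry was that of the mitochondrial genes (0.0819, and 0.0999 without the gene the study lists). In fry's mixed test, 7 lists had an adjusted P below 0.05 (red blood cell, skin epithelium, steroidogenic, oocyte, chromobox, chd and mitochondrial), and 3 of the 35 divisions gave as many, so chance cannot be excluded.

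For cyp11a1, 1 probe changed by more than 6 log2 units. A change of the whole transcript is argued against by the largest change of its other probes, 0.30. The treatment stays open, since control replicate 3, whose value is 1.1 above the lowest treated value, is 1 array, and the other controls lie at 2.58 and 4.31. A sequence or splice variant under this probe that differs between fish could also give such values. It cannot be told apart from an effect of the treatment on this probe with 3 controls, of which 1 is high (exact permutation test, p = 0.286). For dicer1 the same kind of pattern was seen on 1 probe and was not tested.

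Among probes changed at least 2-fold whose gene has another bright probe, the others followed by at least 0.5 of the change for 71 of 99 probes well above background on all arrays (71.7%) and for 11 of 48 other probes (22.9%, Fisher's exact test, p = 2.3e-08). This is consistent with noise of dim spots in part of the changes. It is not the only source, since 28.3% of the bright probes were not followed either. With the normexp background 222 of the 317 probes no longer changed 2-fold, 66.2% of them not well above background on all arrays, and 92.6% of the 95 others were well above it, which is consistent with an effect of how the background of dim probes is treated. Biological causes such as transcript variants were not tested.

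Of the probes changed at least 1.2-fold, 67.0% were lower with quantile normalization, 35.0% with the 75th percentile shift and 44.1% with loess, while 64.5% were lower with the median shift and 70.1% with normexp and quantile normalization. The predominance of lower probes may come from the scaling in part, and it is kept under 1 of the 3 other scalings. By size of change, 92.4% were lower between 1.2- and 1.5-fold, 70.7% between 1.5- and 2-fold and 38.5% above. A change in total RNA per cell with the treatment was not tested. In Table S5, 87.5% of the genes are lower in the paper's values (95% exact binomial interval 73.2 to 95.8%), while among all probes at P below 0.05, weighted to the same sizes of change, 67.2% are lower. At gene level, however, 80% of the genes are lower (64.4 to 90.9%). The share among all genes, 58.5%, lies below this interval, and the share among genes at an unadjusted P below 0.05, 67.4%, lies within it. The direction of the list cannot be told apart from the general direction of changes. The answer differs between the probe values of the paper and the gene means, and for the gene means with the genes compared.

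Genes of skin epithelium and of mitochondria were higher and oocyte genes slightly lower. A lower share of oocyte RNA would raise the markers of other cells alike. The change of the skin epithelium list was 0.70 log2 units above that of the follicle somatic list, more than the SD of this difference in treated (0.46, n = 4) and control ovaries (0.15, n = 3), with every treated ovary above every control (exact permutation test, p = 0.0571, the smallest this form of the test can give). This argues against a lower share of oocyte RNA as the whole cause. A change in the share of skin epithelium and an effect of the treatment on these genes stay open and were not tested.

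Of the 268 genes with a place and a probe changed at least 2-fold, 35 lie on chromosome 13, which is 3.63-fold the number expected. Pairs of such genes within 1 Mb numbered 142, against a median of 60 and at most 94 in random draws of as many genes, with 0 of 10000 draws reaching it, which argues against random places. In 13 of the 35 divisions of the arrays, the real one included, a chromosome had as large a fold over the number expected. The others among them had fewer changed genes (88 to 186), where a given fold takes fewer genes. By this measure, chance cannot be excluded as the reason that the excess follows the groups. Of the other 34 divisions, 33 also had more pairs than 95% of random draws, as chromosome segments that differ between the fish would give. Whether such segments or the treatment lie behind the genes on chromosome 13 cannot be told apart, because the genotypes of the fish are not known. The densest stretch, from 38003058 to 53850389, held 26 such genes of 204, 16 higher and 10 lower.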
